# Gene expression profiling in non-human primate jejunum, ileum and colon after total-body irradiation: a comparative study of segment-specific molecular and cellular responses

**DOI:** 10.1186/s12864-015-2168-y

**Published:** 2015-11-21

**Authors:** Junying Zheng, Junru Wang, Mylene Pouliot, Simon Authier, Daohong Zhou, David S. Loose, Martin Hauer-Jensen

**Keywords:** Total body irradiation, Tumor necrosis factor α, Gastrointestinal injury

## Abstract

**Background:**

Although extensive studies have investigated radiation-induced injuries in particular gastrointestinal (GI) segments, a systematic comparison among the different segments on the basis of mode, magnitude and mechanism has not been reported. Here, a comparative study of segment-specific molecular and cellular responses was performed on jejunum, ileum and colon obtained at three time points (4, 7 and 12 days after irradiation) from non-human primate (*Rhesus macaque*) models exposed to 6.7 Gy or 7.4 Gy total body irradiation (TBI).

**Results:**

Pathway analysis on the gene expression profiles identified radiation-induced time-, dose- and segment-dependent activation of tumor necrosis factor α (TNFα) cascade, tight junction, apoptosis, cell cycle control/DNA damage repair and coagulation system signaling. Activation of these signaling pathways suggests that colon sustained the severest mucosal barrier disruption and inflammation, and jejunum the greatest DNA damage, apoptosis and endothelial dysfunction. These more pronounced alterations correlate with the high incidence of macroscopic pathologies that are observed in the colon after TBI. Compared to colon and jejunum, ileum was resistant to radiation injury. In addition to the identification a marked increase of TNFα cascade, this study also identified radiation induced strikingly up-regulated tight junction gene CLDN2 (196-fold after 7.4-Gy TBI), matrix degradation genes such as MMP7 (increased 11- and 41-fold after 6.7-Gy and 7.4-Gy TBI), and anoikis mediated gene EDA2R that mediate mucosal shedding and barrier disruption.

**Conclusions:**

This is the first systematic comparative study of the molecular and cellular responses to radiation injury in jejunum, ileum and colon. The strongest activation of TNFα cascades and the striking up-regulation of its down-stream matrix-dissociated genes suggest that TNFα modulation could be a target for mitigating radiation-induced mucosal barrier disruption.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12864-015-2168-y) contains supplementary material, which is available to authorized users.

## Background

Upon total-body irradiation (TBI), high-energy particles penetrate the body and directly or indirectly damage DNA and other key molecular structures within cells. Radiation causes death of rapidly proliferating cells and subsequent alterations that may lead to chronic disorders. The gastrointestinal (GI) system is among the most radiosensitive organs in the body [1, 2]. Acute intestinal radiation injury is marked by massive cell death in the rapidly proliferating crypt epithelium and inflammation in the lamina propria [3–5]. The death of crypt cells results in insufficient replacement of the mucosal epithelium that leads to breakdown of the mucosal barrier and bacterial translocation [6, 7]. In response to injury, the GI system initiates a series of compensated signaling cascades involved in cell death, inflammation, antimicrobial responses and tissue remodelling [8, 9]. Activation of these signaling cascades is a spontaneous protective response of the host that could also exacerbate the destruction of tissues. For example, tumor necrosis factor α (TNFα) promotes an immune response during infection, but excessive and unbalanced TNFα release can directly induce epithelial cell death and cause large-scale mucosal shedding, producing microerosions that cannot be compensated by epithelial tight junction rearrangement [10–13]. In addition, although apoptosis of massively DNA-damaged crypt cells prevents them from reentering the cell cycle [14], the toxins released from dead cells can cause damage to surrounding tissues, which could induce a second wave of cell death [15]. These events occur sequentially after radiation exposure and are governed by underlying cellular and molecular responses.

Because of the distinctive structures and functions of the GI tract segments, differences exist with respect to the cellular and molecular responses of each segment, depending on specific tissue radiosensitivity, damage mode, destruction magnitude and mechanism of injury. Therefore, the different GI segments undergo distinct types of damage after irradiation. Extensive studies have been conducted to investigate radiation-induced injuries in particular segments [5–8]. Small bowel is normally considered the most radiosensitive region due to its rapidly proliferating crypt cells [1, 5]. It is also believed to be a major origin for gut-associated sepsis due to its lack of a thick protective mucous layer [16, 17]. Colon is thought to be more resistant to radiation injury, but symptoms associated with colon damage, such as diarrhea and hematochezia, have been suggested as indicators of survival after a radiation emergency [18]. To our knowledge, a systematic comparison among the different segments with respect to the mode, magnitude and mechanism of TBI-induced injury has not been reported. Understanding the dynamic activation of key signaling pathways and the cellular and molecular responses governing injury can aid in precisely predicting and evaluating the type, mode, magnitude and mechanism of injury, as well as in developing strategies needed to alleviate injuries along the GI tract. Furthermore, the above investigations support characterization of the pathophysiology of the acute radiation injury which is recognized as a regulatory requirement in drug development.

To help understand the mechanisms involved in acute intestinal radiation injury in the different GI tract segments as a basis for developing pharmacological modulators to mitigate the injury, we undertook a study in 24 non-human primate models in which the animals were exposed to 0 Gy, 6.7 Gy or 7.4 Gy TBI. A total of 72 tRNA samples without pooling were collected from jejunum, ileum and colon at three time points (4, 7 and 12 days) after irradiation and subjected to gene expression profiling studies and comparative analysis of the gene expression profiles, including pathway analysis. Activation of signaling cascades suggests that colon undergoes the most severe mucosal barrier interruption and inflammation and that jejunum experiences the most DNA damage and repair, apoptosis and endothelial dysfunction. Compared to jejunum and colon, ileum is the most resistant intestinal segment to radiation injury.

## Results

### Microarray data analysis

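Total RNA from the ileum of 24 animals was hybridized without pooling to Agilent single-color Rhesus Macaque arrays, with 1 array for each animal. Ileum was taken from 4 unirradiated animals, from 4 animals on day 4 and 4 on day 7 after each dose of TBI (6.7 Gy and 7.4 Gy), and from 2 animals on day 12 after each dose. Jejunum and colon were not analysed here. The authors read the arrays with Agilent Feature Extraction 11.0.1.1, which subtracts the background within the array and gives each spot an intensity, and their deposited table of raw signals holds these intensities (equal within 1 in 100000 for all 43553 probes with 1 spot). The authors then log2-transformed the signals and subtracted the 75th percentile of each array, and in their deposited table of normalized signals each probe is also centred on its median over the 24 arrays. The values below were computed again from the intensities in the scanner files. Each array has 43803 spots that are not controls, for 43603 probes, of which 23758 carry a gene symbol. Spots marked as outliers by the scanner software were left out where another spot of the probe remained, spots of the same probe were averaged, and the 75th percentile of the array over all probes that are not controls was subtracted from the log2 signal. A signal of 0 on this scale is the 75th percentile of the array, which lay between 837.3 and 1330 intensity units. No spot was saturated.

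The share of probes well above background on an array was 83.2% to 88.1% (median 84.6%) in unirradiated ileum. On day 4 it was 72.7% to 87.3% (median 80.4%) after 6.7-Gy TBI and 76.1% to 86.8% (median 82.9%) after 7.4-Gy TBI. On day 7 the share was 78.5% to 86.8% (median 82.9%) after the lower dose and 76.5% to 87% (median 82.8%) after the higher dose, and on day 12 it was 79.5% and 84.7%, and 79.3% and 85.9%. The number of arrays limits the precision of all values. The 36108 probes that were well above background on every array of at least 1 of the 7 groups were tested with limma 3.58.1, in a single fit of all 24 arrays, each irradiated group against the unirradiated animals. A probe is called altered at a Benjamini-Hochberg adjusted p from limma under 0.05 with a fold change of at least 2, the limits that the paper names, and adjusted p below stands for this value unless a gene list is tested. In simulated data with 200 changed probes of the 36108, this test recovered between 81% and 92.5% of them. All simulated changes were larger than the fold change of 2 that a call needs, so recovery close to that limit was not tested. In simulated data with no change limma called 0 probes in every comparison. On the same data an unadjusted p under 0.05 from the t-test that the paper's methods name, with the same fold change, called 128 to 199. Unadjusted limma counts were not simulated.

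The arrays lie on 6 slides with 4 positions each, and group and position go together. All 4 control arrays are in position 1, the 4 arrays of day 4 after 7.4-Gy TBI in position 2, the 4 arrays of day 7 after 6.7-Gy TBI in position 3 and all 4 arrays of day 12 in position 4. Of the other irradiated groups, day 4 after 6.7-Gy TBI has 2 arrays in position 1 and 2 in position 2, and day 7 after 7.4-Gy TBI has 2 in position 3 and 2 in position 4. For days 7 and 12, array position and group therefore cannot be told apart in a comparison with the controls. Nor does any array of day 4 after 7.4-Gy TBI share a position with a control. An effect of position can be estimated there only through the arrays of day 4 after 6.7-Gy TBI. The doses also differ in position on days 4 and 7.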

The unirradiated jejunum, ileum and colon samples were used as the baseline for gene expression analysis. Genes with significantly changed mRNA levels were selected with a cut-off of *P* < 0.05 and fold change ≥ 2.0. The 18 lists of genes generated from the three segments on days 4, 7 and 12 after 6.7-Gy and 7.4-Gy TBI, including fold-change and P-values, are provided in Additional file 1: Table S1; Table 1 shows the 18 lists of genes that are in that file.

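On day 4, 353 probes were altered in ileum after 6.7-Gy TBI (215 higher and 138 lower than in unirradiated ileum) and 842 after 7.4-Gy TBI (577 higher and 265 lower). On day 7 the counts were 85 (19 higher, 66 lower) and 205 (41 higher, 164 lower). On day 12, with 2 animals for each dose, they were 39 (12 higher, 27 lower) and 16 (7 higher, 9 lower). The median change of all tested probes on day 4 was -0.10 after 6.7-Gy TBI and -0.07 after 7.4-Gy TBI on the log2 scale. At an unadjusted limma p under 0.05 with the same fold change, the counts on days 4, 7 and 12 were 1064, 475 and 608 after 6.7-Gy TBI and 1437, 859 and 663 after 7.4-Gy TBI. Over the alternatives the count of day 4 after 6.7-Gy TBI ran from 0, with the methods' t-test and Benjamini-Hochberg adjustment (663 without adjustment), to 856, with that test without adjustment and without filter on dim probes, which was chosen after the counts were seen, and array position as a covariate moved the count of day 4 after 7.4-Gy TBI most, to 20. Without control replicate 1 the counts after 6.7-Gy TBI were 226 on day 4 and 37 on day 7, and without control replicate 4 the counts of day 12 were 3 and 1. The count of day 4 after 7.4-Gy TBI was 364 without replicate 1 of that group. On day 12, leaving out replicate 2 of the irradiated group raised the count to 71 after 6.7-Gy TBI and to 62 after 7.4-Gy TBI.

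**Figure D1:**
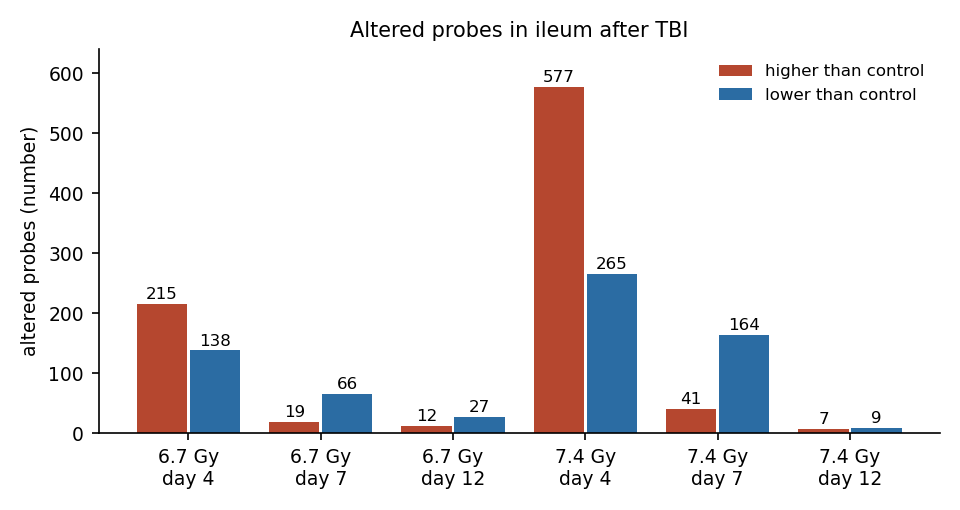
Number of altered probes in ileum (vertical axis) for each dose and day (horizontal axis), against 4 unirradiated animals. Red bars are probes higher than in unirradiated ileum and blue bars probes lower; the tallest red bar, day 4 after 7.4-Gy TBI, stands at 577 and that of day 12 after the same dose at 7.

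Changes were ranked among altered probes with a gene symbol whose irradiated animals all lay on one side of all controls. Among these the largest rise on day 4 was that of LCN15 (gene 721696, chromosome 15 of T2T-MMU8v2.0 from 5719154 to 5724108). LCN15 is a lipocalin that the paper measured in colon by RT-qPCR. Its signal was -5.72 ± 0.50 (SD, n = 4) in unirradiated ileum, 0.08 ± 1.36 (SD, n = 4) after 6.7-Gy TBI and 1.38 ± 0.50 (SD, n = 4) after 7.4-Gy TBI, a log2 change of 5.80 (standard error 0.55, adjusted p = 5.0e-06) and of 7.10 (standard error 0.55, adjusted p = 3.1e-07). The LCN15 probe was well above background in 3 of the 4 controls. Over the alternatives with all animals its log2 change ran from 3.65 to 5.88 after 6.7-Gy TBI and from 4.95 to 7.21 after 7.4-Gy TBI. The largest fall in any group among the ranked probes was that of HBB, a globin gene (gene 715559, chromosome 14 from 70415590 to 70417049). The brighter of its probes went from 1.86 ± 0.93 (SD, n = 4) in unirradiated ileum to -5.70 ± 0.38 (SD, n = 4) on day 7 after 7.4-Gy TBI, a log2 change of -7.57 (standard error 0.62, adjusted p = 3.6e-06), and its other tested probe changed by -7.70.

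Both doses altered 248 probes on day 4, all in the same direction. The comparisons share their controls, and unchanged groups simulated with shared controls gave a median of 157 shared probes and at most 179 in 100 simulations. These cannot be shared calls at the limits used here, since the test called 0 probes in simulated data with no change. On day 7, 68 probes were shared against a simulated median of 32 (at most 42), and on day 12, 2 against 4. Across probes, which are not independent replicates, the correlation of the log2 changes after the 2 doses was 0.808 on day 4, 0.736 on day 7 and 0.476 on day 12, against a simulated 0.5, 0.501 and 0.335. In the direct comparison of the 2 doses, limma called 0 probes on day 4 (153 at an unadjusted p) and 0 on day 7 (141 at an unadjusted p), and limma with an intensity trend and robust moderation also called 0 on both days (160 and 140 at an unadjusted p). Without 6.7-Gy replicate 2 the count of day 4 was 2, and without 7.4-Gy day 7 replicate 3 that of day 7 was 2. On day 12 it called 1 probe, of UGT3A1 (log2 difference -3.10 at 7.4 Gy against 6.7 Gy, adjusted p = 0.026; unadjusted count 559), and between 4 and 44 probes with any 1 of the 4 arrays left out, the 44 without replicate 1 of the higher dose. With slide as a block it called 0.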

**Table 1:** Summary of 18 lists of genes altered ≥ 2.0-fold from jejunum, ileum and colon after exposure to 6.7-Gy and 7.4-Gy TBI. Available in Additional file 1

Time points	Jejunum	Ileum	Colon
6.7 Gy_4d	767 (478-up, 289-down)	256 (141-up, 115-down)	1306 (640-up, 666-down)
6.7 Gy_7d	561 (206-up, 355-down)	208 (71-up, 137-down)	420 (196-up, 224-down)
6.7 Gy_12d	409 (155-up, 254-down)	622 (362-up, 260-down)	454 (278-up, 176-down)
7.4 Gy_4d	638 (456-up, 182-down)	743 (468-up, 275-down)	2574 (1263-up, 1311-down)
7.4 Gy_7d	417 (162-up, 255-down)	261 (71-up, 190-down)	104 (47-up, 57-down)
7.4 Gy_12d	488 (248-up, 240-down)	520 (226-up, 294-down)	539 (366-up, 173-down)

Note: The number outside the parenthesis is the total number of genes with mRNA level altered ≥ 2.0-fold. Number in the parenthesis is the number genes with mRNA level up-regulated or down-regulated ≥ 2.0-fold

### Verification of gene expression by RT-qPCR

Colon segments were selected for microarray validation. The expression of LCN15, EDA2R, HBB, HBA2, MMP12, GALC and ITM2A in control and samples irradiated at the different time points after 6.7-Gy and 7.4-Gy TBI was validated by real-time RT-qPCR. In Fig. 1a, the expression of the selected transcripts at the different time points is plotted by normalized signals from the microarray (grey bars), together with their relative expression after normalization by GAPDH (black bars) in RT-qPCR. Figure 1b demonstrates a statistics analysis to estimate the consistency between RT-qPCR results and the microarray data.

**Fig. 1:**
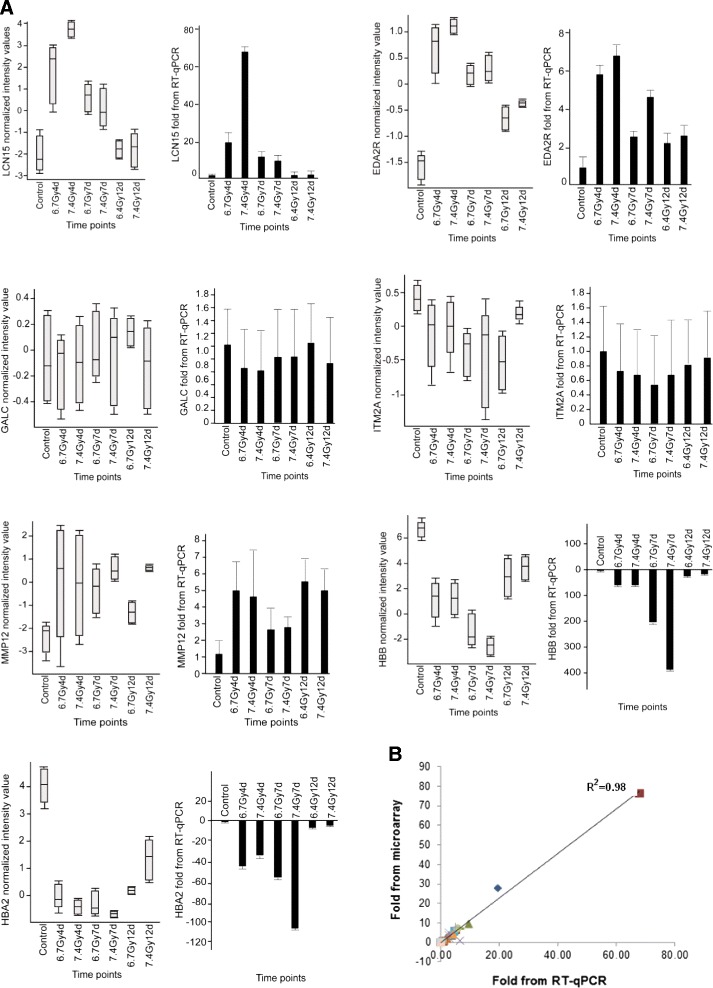
Validation of selected genes in colon by real-time RT-qPCR (**a** and **b**). Expression of the selected genes at the different time points after TBI was plotted by microarray normalized signals (grey bars). The relative expression of the same selected genes was normalized by GAPDH gene at the different time points by real-time RT-qPCR (black bars). The opposite direction of HBB and HBA2 demonstrates their down-regulation after radiation (panel **a**). Statistics analysis was performed to estimate the consistency between RT-qPCR results and the microarray data (panel **b**)

### Ingenuity pathway analysis (IPA) upstream regulator analysis

IPA Upstream Regulator Analysis revealed that TBI induced extensive activation of TNFα cascades in colon at day 4 (Fig. 2). Activation Z-score was calculated as a measure of functional and translational activation in Networks and Upstream Regulators Analysis. A Z-score of < −2 (inhibited) or > 2 (activated) was considered as significant. Table 2 shows the Z-scores of each segment that predict TNFα activation in jejunum, ileum and colon after 6.7-Gy and 7.4-Gy TBI. TNFα cascades were strongly activated in all segments at day 4. 

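A list of 173 genes induced by TNFα through NF-κB stood in for the upstream regulator score of IPA, whose gene sets were not used. Each gene was represented by its brightest tested probe, which left 132 genes of the list among 14231, and the list was tested with limma's camera (preset correlation 0.01 between genes, two-sided, Benjamini-Hochberg over 25 lists and 6 comparisons, 150 tests). Of the 132 genes, 22 are also in another list tested here and the paper names 11 with a value or statement for ileum. On day 4 after 6.7-Gy TBI the median log2 change of the list was -0.03 and its mean 0.10, so that the median and the direction of the test differ in sign, with 63 genes higher and 69 lower (adjusted p of camera 0.19). After 7.4-Gy TBI the median was 0.04 and the mean 0.19, with 73 genes higher and 59 lower (adjusted p of camera 0.029). Under limma's fry, which permits any correlation between genes, the adjusted p was 0.72 and 0.17, and with camera's estimated correlation neither change passed. Over all 150 tests, 57 passed with camera, 25 of them also with fry in the same direction, and 0 with the estimated correlation (smallest adjusted p 0.089).

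Quantile normalization reversed the median after 6.7-Gy TBI, to 0.02. Leaving out 1 animal also reversed it: the median was 0.03 without control replicate 1 (adjusted p 0.0078) or without 6.7-Gy replicate 1 (adjusted p 0.038), and 0.04 without 6.7-Gy replicate 3, and the adjusted p over the settings that keep all animals ranged from 0.12 to 0.72. After 7.4-Gy TBI the list no longer passed without control replicate 2 (median 0.04), control replicate 4 (median 0.05) or 7.4-Gy replicate 3 (median 0.05), nor with only the probes above background on all arrays (median 0.04). Its median was 0.14 without control replicate 1, 0.10 without 7.4-Gy replicate 2 and 0.08 without 7.4-Gy replicate 4.

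In the gene-level fit, 6 genes of the list were altered upward after 6.7-Gy TBI (CCL2, EGR1, GEM, MYC, PLK2 and VCAM1) and 1 downward (FOSB), and adjusted over the list alone the counts were also 6 and 1. After 7.4-Gy TBI, 9 were altered upward (CCL2, EGR1, EGR2, GEM, IER3, MYC, PLK2, TNFAIP6 and VCAM1), and 10 adjusted over the list alone. TNF itself (gene 715467, chromosome 4 from 150752209 to 150754815) had a signal of -1.63 ± 0.40 (SD, n = 4) in unirradiated ileum, -1.80 ± 0.82 (SD, n = 4) after 6.7-Gy TBI and -1.67 ± 0.51 (SD, n = 4) after 7.4-Gy TBI. Its log2 change was -0.17 (standard error 0.36, adjusted p = 0.79) and -0.04 (adjusted p = 0.96), and a dimmer probe of the gene changed by -0.74 and -0.28. Without 6.7-Gy replicate 1 the change of the brighter probe was 0.11, and that of the higher dose was 0.12 without control replicate 3 or 7.4-Gy replicate 2 and 0.04 without 7.4-Gy replicate 4. From Z-scores that IPA computed on the lists of altered genes (Table 2), the paper concludes that TNFα cascades were activated on day 4 in ileum as in the other segments.

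**Figure D2:**
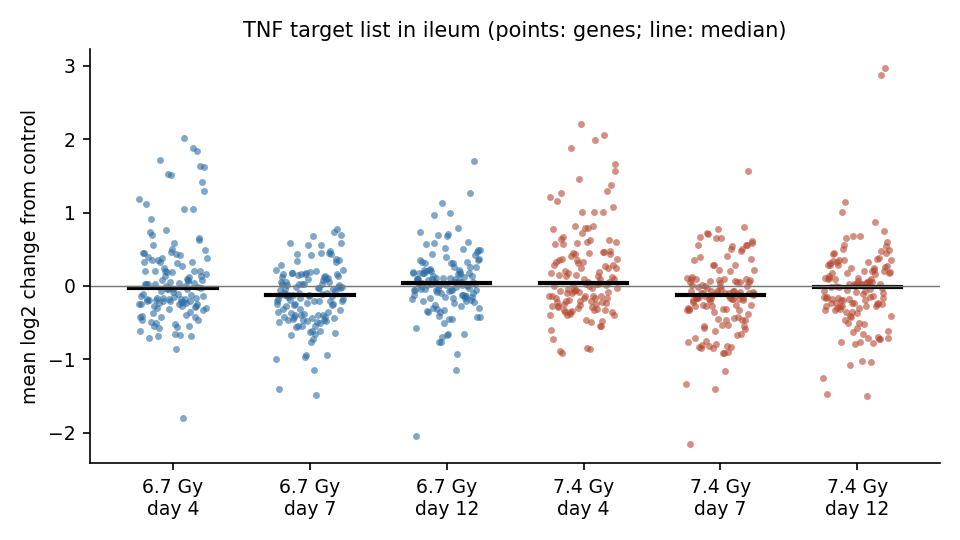
Mean log2 change from unirradiated ileum (vertical axis) of the 132 tested genes of the TNF target list (points) for each dose and day (horizontal axis), with the median as a black line. The lines lie between -0.13, on day 7 after 6.7-Gy TBI, and 0.04, and the genes spread to both sides of 0 in every group; under quantile normalization the line of day 4 after 6.7-Gy TBI moves from -0.03 to 0.02.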

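The difference between the 2 doses was tested in ileum directly, in the same fit. On day 4 the median log2 difference of the TNF target genes, 7.4 Gy minus 6.7 Gy, was 0.08 (adjusted p of camera 0.22 over 175 tests of differences, adjusted p of fry 0.52). On day 7 it was 0.00 (adjusted p of camera 0.97) and on day 12 it was -0.10 (adjusted p of camera 0.9), where the direction of the test was upward and so differs in sign from the median. None of these differences passed with either tool.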

Activation of TNFα was dose- and segment-dependent, with colon showing the strongest activation after 7.4-Gy TBI with a Z-score 9.3 and ileum the least activation after 6.7-Gy TBI with a Z-score 2.29. 

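In ileum on day 7, the median log2 change of the TNF target genes from unirradiated ileum was -0.13 after 6.7-Gy TBI, with 83 of 132 genes lower (adjusted p of camera 0.0084, adjusted p of fry 0.2), and -0.12 after 7.4-Gy TBI, with 86 lower (adjusted p of camera 0.023, adjusted p of fry 0.13). Neither change passed with camera without control replicate 1, when the medians were -0.06 and -0.07, and that of the higher dose did not pass without 7.4-Gy day 7 replicate 3 (median -0.09). BCL2A1 was the gene altered in both groups, downward, and adjusted over the list alone the counts were 1 and 2, all lower. On day 12 the median was 0.04 after 6.7-Gy TBI (adjusted p of camera 0.86, with the test's direction downward and so opposite to the median) and -0.02 after 7.4-Gy TBI (adjusted p of camera 0.96; median 0.03 without control replicate 1). The direct comparison of day 7 with day 4 gave a median log2 difference of -0.15 at 6.7 Gy (adjusted p of camera 1.3e-04, adjusted p of fry 0.14) and of -0.21 at 7.4 Gy (adjusted p of camera 3.8e-06, adjusted p of fry 0.013). Day 12 minus day 4 gave 0.00 (adjusted p of camera 0.25) and -0.21 (adjusted p of camera 0.063).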

Activation of TNFα cascades were significantly suppressed on days 7 and 12 in all three gut regions (Table 2). In an unbiased analysis of activation of all of the upstream regulators, the top activated upstream regulators, in addition to TNFα, included interleukin 1B and 1A (IL1B and IL1A), with colon being the most activated and ileum the least activated segment (Fig. 3).

**Fig. 2:**
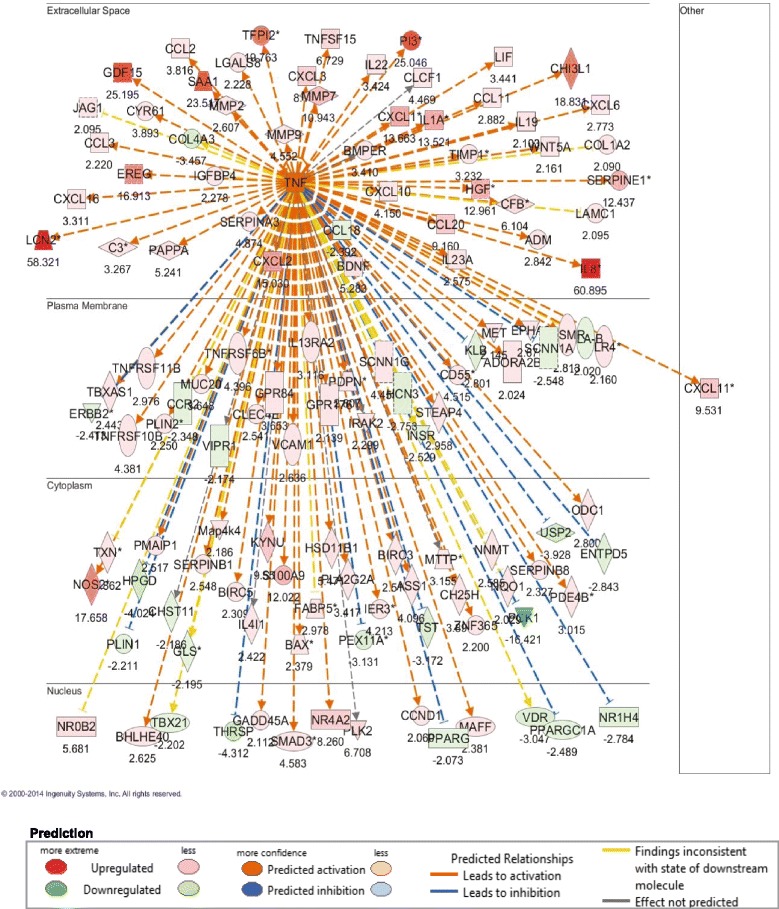
TBI at 6.7 Gy induced significant activation of TNFα cascades in colon tissue at day 4 (z-score, 6.7; P-value = 3.85e-23). An absolute z-score of ≥ 2 is considered significant

**Table 2:** Dynamic activation Z-scores^*a*^ of TNFα cascades in jejunum, ileum and colon at days 4, 7, and 12 after 6.7 Gy and 7.4 Gy TBI

Time points (d)	Z-score (Jejunum)		Z-score (Ileum)		Z-score (Colon)	
	6.7 Gy	7.4 Gy	6.7 Gy	7.4 Gy	6.7 Gy	7.4 Gy
4	6.46	5.32	2.29	3.8	7.9	9.3
7	1.26	−0.89	−0.31	−1.06	1.9	1.39
12	−0.88	0.29	0.38	0.89	1.26	0.45

^*a*^An absolute Z-score of ≥ 2 is considered significant. An upstream regulator is predicted to be activated if the Z-score is ≥ 2 and inhibited if the Z-score ≤ −2

**Fig. 3:**
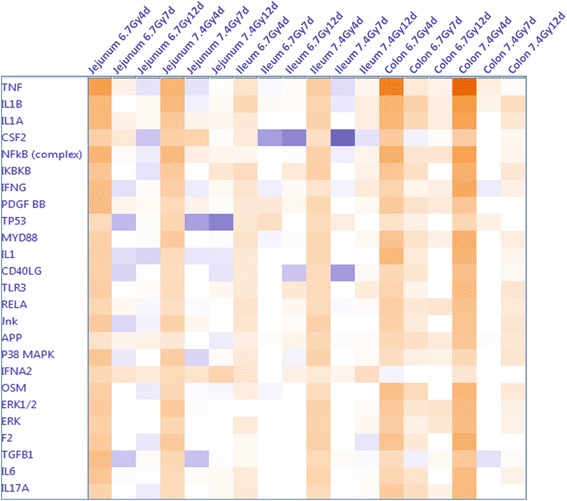
Comparative analysis of the dynamic activation of upstream regulators in jejunum, ileum and colon after 6.7 Gy and 7.4 Gy TBI. An absolute z-score of ≥ 2 is considered significant. An upstream regulator was considered increased (activated) if the z-score was ≥ 2 (orange), and decreased (inhibited) if the z-score was ≤ −2 (blue)

### IPA canonical pathway analysis

#### Activation of tight junction signaling in jejunum, ileum and colon

As epithelial tight junctions play a key role in intestinal mucosal permeability (25, 26), we investigated the expression of tight junction–associated genes in the different GI segments after irradiation. The lists of transcripts altered ≥ 2-fold at each time point were imported into IPA to identify the activation of tight junction signaling pathways. Analysis of the gene expression profiles revealed that tight junction signaling was only significantly activated in colon on day 4 after 7.4-Gy TBI; there was no significant activation in jejunum or ileum or at the other time points in colon (Fig. 4a). Figure 4b lists the altered genes corresponding to the tight junction pathway. Radiation induced very few altered genes in jejunum and ileum. However, 7.4Gy TBI induced 23 genes with mRNA level altered ≥ 2-fold in colon at day 4. Of these genes, CLDN2 was strikingly increased 105- and 196-fold after 6.7-Gy and 7.4-Gy TBI, respectively. 

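A list of 38 genes of tight junctions, 24 of them tested, was used for ileum, and limma's gene-level fit called 0 of them altered in any of the 6 groups (0 at an unadjusted p with the same fold change, and 0 adjusted over the list alone). Another list tested here holds 5 of the 24 and the paper names 5. The changes within this limit were downward on day 4: the median log2 change was -0.27 after 6.7-Gy TBI, with 19 genes lower (adjusted p of camera 0.023), and -0.27 after 7.4-Gy TBI, with 20 lower (adjusted p of camera 0.029). Both passed under fry (adjusted p 0.014 and 0.019). Both failed with camera without control replicate 1 (medians -0.24 and -0.18), the change after 7.4-Gy TBI was -0.17 without control replicate 2, and the change after 7.4-Gy TBI failed under quantile normalization (median -0.19). The medians on day 7 were -0.09 and -0.11, and on day 12 they were 0.21 and -0.07, the latter opposite in sign to its test.

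CLDN3 (gene 716771) had a signal of 5.80 ± 0.22 (SD, n = 4) in unirradiated ileum, 5.12 ± 0.22 (SD, n = 4) after 6.7-Gy TBI and 5.19 ± 0.14 (SD, n = 4) after 7.4-Gy TBI on day 4. Its log2 change was -0.68 (standard error 0.17, adjusted p = 0.039) and -0.61 (adjusted p = 0.037), below a fold change of 2, and every irradiated animal was under every control. CLDN4 changed by -0.52 (adjusted p = 0.17) and -0.54 (adjusted p = 0.14), and CLDN7 by -0.29 and -0.30 (adjusted p = 0.37 and 0.38). The probe of CLDN8 was too dim to be tested. Of the genes that Fig. 4b lists for ileum, MYL5 rose by 1.29 on day 4 after 7.4-Gy TBI by its brighter probe (standard error 0.51, adjusted p = 0.13) and by 2.18 by its dimmer one (adjusted p = 0.016), which was not well above background on any control array, so that the rise is at least 2.7-fold. With the mean of both probes the change was 1.73 and was called. By the brighter probe, control replicate 1 was low (-3.47, the other controls -0.47 to -0.20), and the change was smaller without it. CLDN10 changed by -0.09 on day 12 after 7.4-Gy TBI (standard error 0.17, adjusted p = 0.95) and by 0.13 without replicate 1 of that group. PRKACB changed by -0.54 in that group (standard error 0.20, adjusted p = 0.41), and a dimmer probe of it, too dim to be tested, was at least 2.12-fold lower. RAC1 has no probe that the array names for it.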

Expression of CLDN3, CLDN4, CLDN7 and CLDN8 were all significantly down-regulated. All of these changes were substantially attenuated on days 7 and 12.

**Fig. 4:**
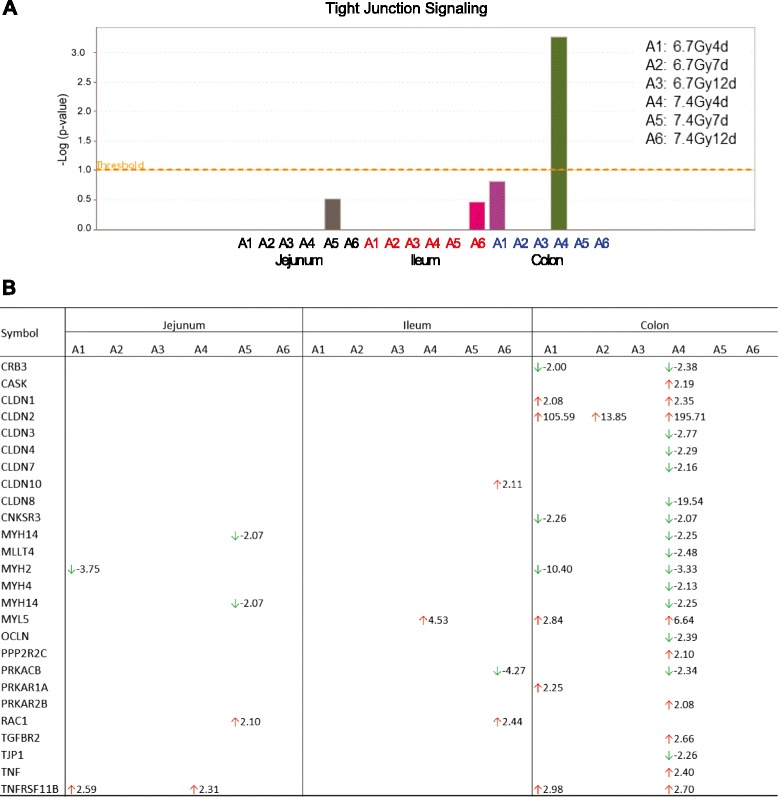
Comparative analysis demonstrates that the tight junction signaling pathway is only activated in colon on day 4 after 7.4 Gy TBI (panel **a**). Pathways with a –log value (*P*-value) above the threshold (dashed line) were significantly activated. Altered transcripts involved in tight junction signaling in jejunum, ileum and colon at the different time points after 6.7 Gy and 7.4 Gy TBI (panel **b**). The font color of A1 to A6 represents segment of jejunum (black), ileum (red) and colon (blue). A1 to A6 represent the time point of days 4, 7 and 12 after 6.7 Gy and 7.4 Gy TBI

#### Activation of immune response pathways in jejunum, ileum and colon

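Immune cells and interferon-stimulated genes in ileum were followed with lists of marker genes, tested with camera as the other gene lists were. On day 4 the median log2 change of the 8 tested B cell markers was -1.09 after 6.7-Gy TBI (adjusted p of camera 0.014, adjusted p of fry 0.022) and -1.07 after 7.4-Gy TBI (adjusted p of camera 0.011, adjusted p of fry 0.017). Neither passed without control replicate 4 (medians -0.96 and -0.80). The 10 T cell markers had medians of -0.48 (adjusted p of camera 0.029, not passed with fry) and -0.28 (adjusted p of camera 0.16), and the 7 plasma cell markers had medians of -0.64 (adjusted p of camera 0.072) and -0.86 (adjusted p of camera 0.019, lost without control replicate 4 at -0.57 and without 7.4-Gy replicate 2 at -0.85). The 8 macrophage markers rose by a median of 0.25 (adjusted p of camera 0.19) and of 0.57 (adjusted p of camera 0.0011, adjusted p of fry 0.022). The 4 neutrophil markers had medians of 0.95 and 0.35 and the 5 mast cell markers of -0.12 and 0.27, with no call. The 24 tested interferon-stimulated genes, 3 of which another list holds, had medians of 0.15 (adjusted p of camera 0.19) and -0.05 (adjusted p of camera 0.93, mean 0.03 and so opposite in sign).

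By day 7 the B cell markers were lower by a median of -0.67 after 6.7-Gy TBI (adjusted p of camera 0.0094) and of -1.25 after 7.4-Gy TBI (adjusted p of camera 3.1e-04). The plasma cell markers were lower by -0.83 (adjusted p of camera 5.1e-05) and -1.41 (adjusted p of camera 3.9e-07), and the T cell markers by -0.78 (adjusted p of camera 1.2e-09) and -0.85 (adjusted p of camera 1.5e-08). All of these passed with fry except the B cell markers at 6.7 Gy, and those at 7.4 Gy were at -0.82 without 7.4-Gy day 7 replicate 2. On day 12 the medians of the B cell, plasma cell and T cell markers were -0.49, -1.13 and -0.61 after 6.7-Gy TBI and -0.77, -0.71 and -0.34 after 7.4-Gy TBI, all called by camera and none by fry. The interferon-stimulated genes were at -0.23 (adjusted p of camera 0.046) and -0.40 (adjusted p of camera 0.0054) on day 7, neither called by fry. The former was no longer called without 6.7-Gy day 7 replicate 3 (-0.08) or control replicate 1 (-0.09), with slide as a block (-0.23), with no filter on dim probes (-0.22), with only the probes above background on all arrays (-0.22), with the mean of the probes of a gene (-0.23), with the 75th percentile of the probes above background (-0.24) or with the deposited normalized signals (-0.20), and was -0.37 without control replicate 3. The latter was no longer called without control replicate 1 (-0.26). The deposited normalized signals are centred for each probe, so that with them a probe other than the brightest can stand for a gene. On day 12 the interferon-stimulated genes were at 0.10 (adjusted p of camera 0.96) and 0.62 (adjusted p of camera 3.8e-07, adjusted p of fry 0.13).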

The analysis by IPA of activation of immune response pathways in jejunum, ileum and colon showed that TBI induced a wide activation of these pathways in all three intestinal segments at day 4, with significant suppression of the activated pathways at days 7 and 12 (Fig. 5). The activation was dose- and region-dependent, with colon exposed to 7.4-Gy TBI showing the highest degree of pathway activation and ileum exposed to 6.7-Gy TBI showing the least activation. 

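The dose was compared directly on day 4 in ileum for the immune lists. The 41 tested genes of granulocyte adhesion and diapedesis that Table S2 lists differed by a median of 0.06 on the log2 scale between 7.4 Gy and 6.7 Gy (adjusted p of camera 0.83, adjusted p of fry 0.83). The macrophage markers were higher after the higher dose by a median of 0.38 (adjusted p of camera 6.4e-04) and the interferon-stimulated genes lower by a median of -0.22 (adjusted p of camera 0.019), neither passing with fry (adjusted p 0.16 and 0.7).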

Various immune response pathways in jejunum were activated on day 4 after 6.7-Gy TBI and were suppressed at day 7 (Fig. 5a). A comparative analysis of granulocyte adhesion and agranulocyte adhesion signaling in relation to diapedesis in jejunum, ileum and colon on days 4, 7 and 12 after 6.7-Gy and 7.4-Gy TBI identified pathways significantly activated above the threshold –Log value (*P*-value) (Fig. 5b, dashed line). 

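For the granulocyte adhesion and diapedesis pathway in ileum, the list tested was all 48 genes of Table S2. The paper chose these genes in part on the arrays measured here, so counts on this list are not independent evidence. Of the 41 tested genes, 20 are in another list tested here, and Table S2 or the text gives an ileum value or statement for 20. On day 4 after 6.7-Gy TBI, 25 genes were higher and 16 lower than in unirradiated ileum, with a median log2 change of 0.24 and a mean of 0.47 (adjusted p of camera 0.0041, adjusted p of fry 0.11). After 7.4-Gy TBI, 25 were higher and 16 lower, with a median of 0.35 and a mean of 0.49 (adjusted p of camera 0.0041, adjusted p of fry 0.049). With any 1 animal left out the medians stayed between 0.16 and 0.48 (the highest without control replicate 1) and between 0.26 and 0.50, and both passed with camera each time. In the gene-level fit CCL19, CCL2, CCL21, MMP2 and VCAM1 were altered upward after both doses and CCL11 after 7.4-Gy TBI, where the adjustment is over 14231 genes instead of 36108 probes. Adjusted over the list alone, 8 genes were altered after 6.7-Gy TBI and 7 after 7.4-Gy TBI, all upward.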

Granulocyte and agranulocyte adhesion signaling and diapedesis were significantly activated at day 4 in all three segments, with colon the most activated site. These activations were significantly suppressed at days 7 and 12. 

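The median log2 change on day 7 of the 41 tested Table S2 genes in ileum was 0.04 after 6.7-Gy TBI (adjusted p of camera 0.97) and 0.02 after 7.4-Gy TBI (adjusted p of camera 0.67). On day 12 it was 0.05 (adjusted p of camera 0.89, with the test's direction downward) and -0.15 (adjusted p of camera 0.88), the latter opposite in sign to the mean of 0.04. Without control replicate 2 the medians of 0.04, 0.02 and 0.05 were -0.01, -0.04 and -0.01, without 6.7-Gy day 7 replicate 3 the first was -0.01, and without 7.4-Gy day 7 replicate 1 the second was -0.02. Day 7 minus day 4 gave a median log2 difference of -0.46 at 6.7 Gy (adjusted p of camera 8.9e-04, adjusted p of fry 0.16) and of -0.54 at 7.4 Gy (adjusted p of camera 0.0039, adjusted p of fry 0.099). Day 12 minus day 4 gave -0.36 (adjusted p of camera 0.016) and -0.60 (adjusted p of camera 0.018), neither called by fry.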

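The chemokine gene CCL19 (gene 574386, chromosome 15 from 65007714 to 65009023) had the largest change in ileum among the genes of Table S2 that were altered. Its signal rose on day 4 from -1.44 ± 0.55 (SD, n = 4) to 1.38 ± 0.42 (SD, n = 4) after 6.7-Gy TBI and to 0.95 ± 0.26 (SD, n = 4) after 7.4-Gy TBI. The log2 change was 2.83 (standard error 0.42, adjusted p = 0.0014) and 2.40 (adjusted p = 0.0031), with every irradiated animal above every control, and 1.47 on day 7 after 6.7-Gy TBI (adjusted p = 0.17). CCL2 rose by 1.72 (standard error 0.30, adjusted p = 0.0045) and 1.88 (adjusted p = 0.0013) on day 4, from a control signal of -2.40 ± 0.44 (SD, n = 4), and by 1.14 on day 12 after 7.4-Gy TBI (adjusted p = 0.31). CCL21 rose by 1.12 (standard error 0.20, adjusted p = 0.0057; 0.92 and not called without 6.7-Gy replicate 2) and 1.23 (adjusted p = 0.0016). CXCL1 rose by 2.06 on day 4 after 7.4-Gy TBI by its brighter probe (standard error 0.68, adjusted p = 0.073) and by 2.06 by another (standard error 0.56, adjusted p = 0.034), and the mean of its probes was called. CXCL3 changed by 1.21 (adjusted p = 0.14) in that group.

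CXCL10 was 2.46-fold higher on day 4 after 7.4-Gy TBI (adjusted p = 0.23), and its log2 change on day 12 was 2.88 (standard error 0.79, adjusted p = 0.2). Another tested probe of CXCL10 was 3.83-fold higher on day 4 (adjusted p = 0.13) and 11-fold higher on day 12 (adjusted p = 0.2) after that dose. CXCL11 changed by 1.70 on day 12 after 6.7-Gy TBI (adjusted p = 0.55) and by 1.38, 1.56 and 2.97 on days 4, 7 and 12 after 7.4-Gy TBI (adjusted p = 0.2, 0.3 and 0.19), with all irradiated animals above all controls each time. MSN fell by 1.24 on day 12 after 6.7-Gy TBI (standard error 0.22, adjusted p = 0.029) and by 1.02 on day 7 after 7.4-Gy TBI (standard error 0.18, adjusted p = 0.0053). The former call was lost without control replicate 2 (-1.24), 3 (-1.19) or 4 (-1.15), without either irradiated animal (-1.16 and -1.31) and with the normexp background correction (-0.87). The latter was lost without control replicate 3 (-0.98) or 4 (-0.93), without 7.4-Gy day 7 replicate 2 (-0.99), under quantile normalization (-0.99), with the normexp background correction (-0.76) and with slide as a block (-0.89). The probe of PF4 was too dim to be tested. It was above background in 3 of 4 controls and in none of the day 12 animals. With the scanner's background subtraction its signal was at least 1.28-fold lower after 6.7-Gy TBI and at least 1.53-fold lower after 7.4-Gy TBI. Under the normexp background correction the log2 changes were -0.22 and -0.27, smaller than these limits.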

The altered genes regulating granulocyte adhesion and diapedesis pathways in jejunum, ileum and colon at days 4, 7 and 12 after 6.7-Gy and 7.4-Gy TBI are shown in Additional file 2: Table S2.

**Fig. 5:**
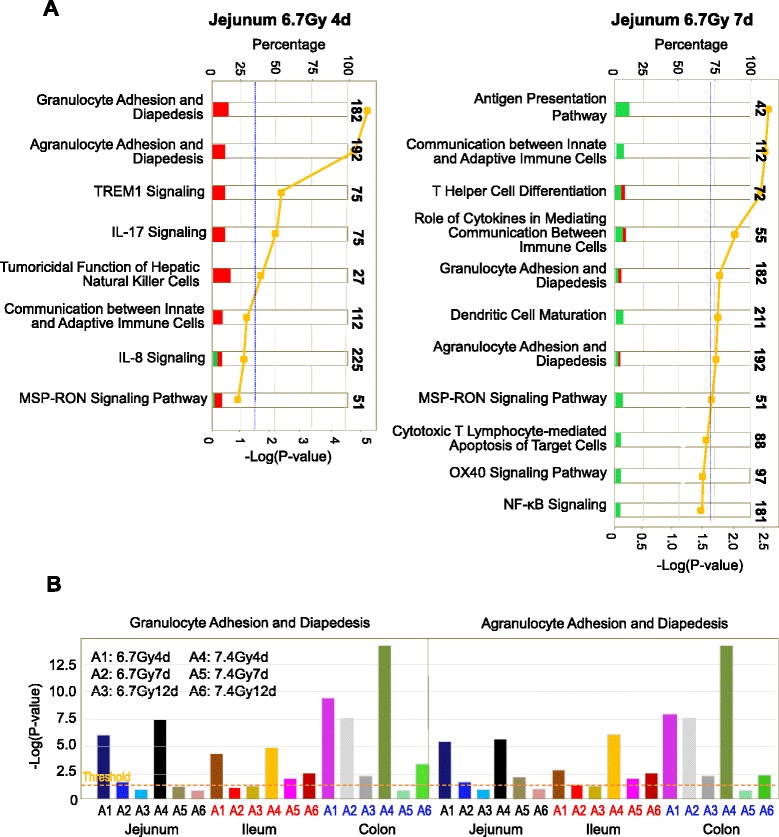
The various immune response signaling pathways activated in jejunum on day 4 after 6.7 Gy TBI were significantly suppressed by day 7. Stacked bar charts demonstrate IPA-generated activated pathways after irradiation. The width of a bar indicates the percentage of transcripts that changed in the particular pathway (red bar: up-regulated; green bar: down-regulated). Pathways with a P-value (yellow square) above the threshold (dashed line) were significantly regulated (panel **a**). A comparative analysis of granulocyte and agranulocyte adhesion signaling and diapedesis in jejunum, ileum and colon on days 4, 7 and 12 after 6.7 Gy and 7.4 Gy TBI revealed pathways that were significantly activated above the threshold –Log value (P-value) (dashed line) (panel **b**)

#### Activation of aryl hydrocarbon receptor (AhR)-mediated apoptosis in jejunum, ileum and colon

TBI induced significant activation of AhR-mediated apoptosis signaling pathway. AhR was strongly activated at day 4 after both TBI doses in all intestinal segments, with jejunum the most activated segment, and was significantly suppressed or attenuated in all segments at days 7 and 12 (Fig. 6a). 

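AHR (gene 714254, chromosome 3 of T2T-MMU8v2.0 from 110923495 to 110971185) had a signal of -2.11 ± 0.13 (SD, n = 4) in unirradiated ileum. On day 4 it was -2.07 ± 0.15 (SD, n = 4) after 6.7-Gy TBI and -1.89 ± 0.20 (SD, n = 4) after 7.4-Gy TBI, a log2 change of 0.03 (standard error 0.13, adjusted p = 0.89) and of 0.21 (adjusted p = 0.32). Without control replicate 2 the former was -0.03 and without 6.7-Gy replicate 1 it was -0.02. CYP1A1 (gene 678694, chromosome 7 from 52655201 to 52672907), which is transcribed when AhR is active, had a signal of 1.88 ± 2.61 (SD, n = 4) in unirradiated ileum, -5.21 ± 2.23 (SD, n = 4) after 6.7-Gy TBI and -1.63 ± 5.45 (SD, n = 4) after 7.4-Gy TBI. Its log2 change was -7.09 (standard error 1.96, adjusted p = 0.056), with 4 of 4 irradiated animals under all controls, and -3.51 (adjusted p = 0.29), with 2 of 4 under and 1 above all controls. The latter was -5.93 without 7.4-Gy replicate 1 and -1.93 without 7.4-Gy replicate 4. The former passed under limma's intensity trend with robust moderation, with the replicate number as a block, and without control replicate 3 (-8.37), and the adjusted p over the settings with all animals ranged from 0.043 to 0.11. On day 12 after 7.4-Gy TBI the change was -5.62 (adjusted p = 0.55). A dimmer probe of CYP1A1 changed by -5.24, -2.87 and -5.09 in these 3 groups.

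A list of 9 genes that AhR induces, 6 of them tested, was tested with camera; another list holds 2 of the 6 and the paper names 1. On day 4 its median log2 change was -0.39 after 6.7-Gy TBI (adjusted p of camera 0.15, adjusted p of fry 0.071) and -0.31 after 7.4-Gy TBI (adjusted p of camera 0.44, adjusted p of fry 0.27). On day 7 it was -0.51 (adjusted p of camera 0.24) and -0.67 (adjusted p of camera 0.023, adjusted p of fry 0.043), and on day 12 -0.15 (adjusted p of camera 0.29) and -0.40 (adjusted p of camera 0.33). The call on day 7 after 7.4-Gy TBI was lost without replicate 3 (median -0.62) or replicate 4 (median -0.68) of that group, with slide as a block (median -0.58), with no filter on dim probes (median -0.58) and with only the probes above background on all arrays (median -0.58). Adjusted over the list alone, 1 gene was lower on day 4 after 6.7-Gy TBI and 1 on day 7 after 7.4-Gy TBI.

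Of the genes that Fig. 6b lists for ileum, ALDH1A2 (gene 702235) rose on day 4 from -1.02 ± 0.37 (SD, n = 4) to 0.66 ± 0.21 (SD, n = 4) and 0.66 ± 0.22 (SD, n = 4), a log2 change of 1.68 after each dose (standard error 0.20, adjusted p = 8.7e-05 and 6.7e-05). ALDH1L2 (gene 701242) fell from -0.25 ± 0.51 (SD, n = 4) to -1.95 ± 0.92 (SD, n = 4) and -1.93 ± 0.51 (SD, n = 4), a log2 change of -1.70 (standard error 0.36, adjusted p = 0.019) and -1.68 (adjusted p = 0.011). It was not called after 6.7-Gy TBI without control replicate 1 (-1.54) or 3 (-1.58), nor after 7.4-Gy TBI without replicate 1 of that group (-1.46). ALDH8A1 and GSTA5 have no probe that the array names for them. Fig. 6b also lists BAX, FAS and MDM2 for ileum, whose values are given below. The paper's statement on AhR rests on IPA's pathway test of its altered genes. Neither the AHR signal nor the list of genes that AhR induces repeats that test.

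**Figure D3:**
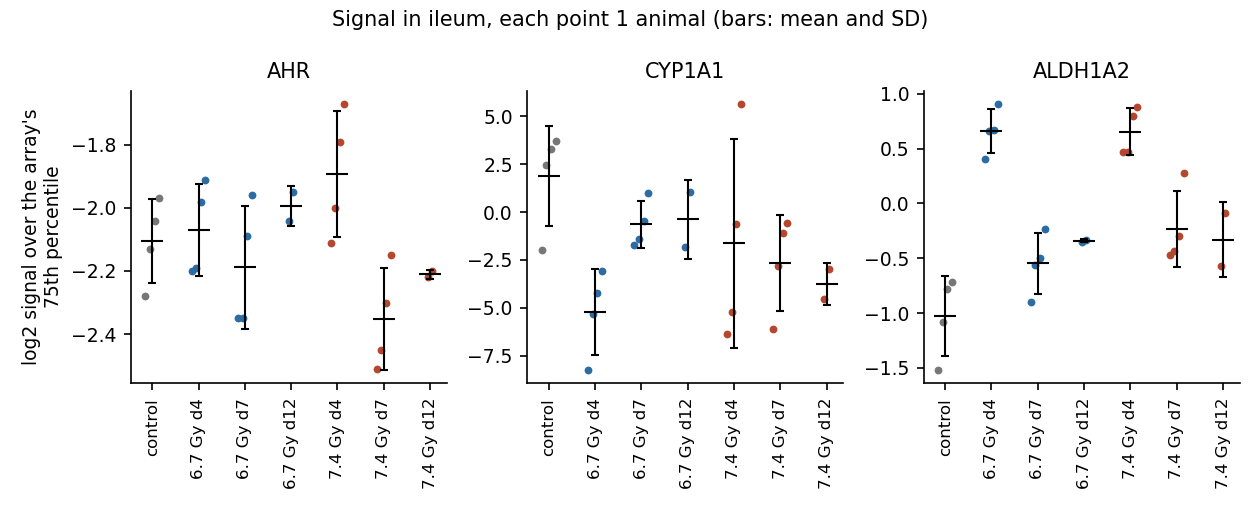
Log2 signal over the 75th percentile of the array (vertical axes) of AHR, CYP1A1 and ALDH1A2 in unirradiated ileum and after each dose on days (d) 4, 7 and 12 (horizontal axes). Each point is 1 animal and the bars are the mean and SD; on day 4 after 6.7-Gy TBI all 4 points of CYP1A1 lie under the 4 control points and all 4 points of ALDH1A2 above them.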

Figure 6b lists the altered genes corresponding to the AhR signaling pathway. TBI also activated other apoptotic signaling pathways, such as death receptor signaling (Fig. 6a); however, the magnitude of activation of these pathways was much lower than that of the AhR-mediated apoptosis pathway.

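FAS, the death receptor gene (gene 574332, chromosome 9 from 101071313 to 101096582), rose in ileum on day 4 from -1.63 ± 0.17 (SD, n = 4) to -0.59 ± 0.15 (SD, n = 4) after 6.7-Gy TBI and to -0.52 ± 0.11 (SD, n = 4) after 7.4-Gy TBI. The log2 change was 1.04 (standard error 0.17, adjusted p = 0.0027) after 6.7-Gy TBI, and the fold change after 7.4-Gy TBI was 2.15 (adjusted p = 9.5e-04), with 4 of 4 animals above all controls after each dose. BAX rose from 1.40 ± 0.22 (SD, n = 4) by 1.05 (standard error 0.14, adjusted p = 3.1e-04) and 1.06 (adjusted p = 1.7e-04). Both lie close to the fold change of 2 that a call needs. FAS after 6.7-Gy TBI was 0.97 without control replicate 1 and 0.99 without replicate 1 of its group, and BAX was 0.96 without control replicate 4 after either dose and 0.94 without 6.7-Gy replicate 1. Under the normexp background correction FAS was at 0.96 and 0.94 and BAX at 1.00 and 0.96. With slide as a block BAX was at 0.91 and 0.94 and FAS after 7.4-Gy TBI at 0.97, and with the mean of the probes of a gene BAX was at 0.99 and 0.94 and FAS after 7.4-Gy TBI at 0.98. None of these was called. The other BAX probes changed by 1.00 and 0.92 after 6.7-Gy TBI and by 0.98 and 0.80 after 7.4-Gy TBI, and another FAS probe by 1.05 and 0.86. MDM2 changed by 0.11 (standard error 0.18, adjusted p = 0.74) and 0.31 (adjusted p = 0.32) by its brighter probe and by 1.85 (standard error 0.16, adjusted p = 2.2e-06) and 2.08 (adjusted p = 3.1e-07) by its dimmer one, and the mean of the probes was called after 7.4-Gy TBI (1.19). CDKN1A changed by 0.68 (adjusted p = 0.11) and 0.54 (adjusted p = 0.17).

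A list of 36 genes that p53 induces, 26 of them tested, had a median log2 change on day 4 of 0.32 after 6.7-Gy TBI (adjusted p of camera 6.0e-08, adjusted p of fry 5.7e-05) and of 0.46 after 7.4-Gy TBI (adjusted p of camera 1.8e-09, adjusted p of fry 8.7e-06). Another list holds 3 of the 26 and the paper names 5. The same 8 genes were altered after both doses, all upward (BAX, DDB2, EDA2R, FAS, GDF15, PLK2, RPS27L and ZMAT3), and adjusted over the list alone there were also 8. The median on day 7 was 0.18 (adjusted p of camera 0.0041) and 0.14 (adjusted p of camera 0.0043), with DDB2, EDA2R and GDF15 altered after each dose, neither passing with fry and the latter not passing with slide as a block (median 0.11). Without control replicate 3 these medians were 0.10 and 0.07, and the latter was 0.09 without 7.4-Gy day 7 replicate 3. On day 12 it was 0.12 (adjusted p of camera 0.29) and 0.17 (adjusted p of camera 0.046, adjusted p of fry 0.4).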

**Fig. 6:**
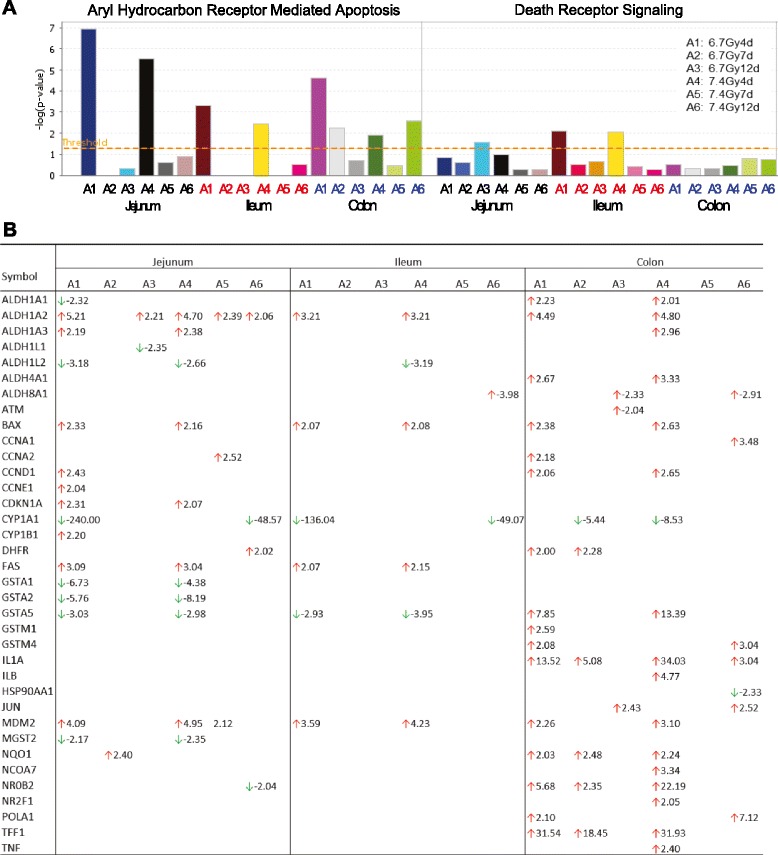
TBI induced significant activation of the AhR-mediated apoptosis signaling pathway in jejunum, ileum and colon at the early time point of 4 days after TBI. Pathways with a –log value (P-value) above the threshold (dashed line) were significantly activated (panel **a**). Genes involved in AhR signaling altered at the different time points after 6.7 Gy and 7.4 Gy TBI (panel **b**)

#### Activation of cell cycle signaling pathways in jejunum, ileum and colon

In response to radiation-induced DNA damage, pathways regulating cell cycle control and DNA damage repair signaling were activated. Activation of pathways regulating the G2/M DNA damage checkpoint regulation, mitotic roles of Polo-like kinases, and ATM signaling in jejunum was significant at day 7 at both TBI doses and was significantly suppressed at day 12 (Fig. 7). 

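In ileum, a list of 40 genes of the G2/M transition and mitosis, 30 of them tested and 5 of these named in the paper, had a median log2 change on day 7 of 0.52 after 6.7-Gy TBI, with 30 of 30 genes higher than in unirradiated ileum (adjusted p of camera 2.6e-11), and of 0.49 after 7.4-Gy TBI, with 29 of 30 higher (adjusted p of camera 4.9e-09). Neither passed with fry (adjusted p 0.12 and 0.13) or with camera's estimated correlation. On day 4 the median was 0.35 after 6.7-Gy TBI (adjusted p of camera 2.3e-05, adjusted p of fry 0.26; 0.63 without 6.7-Gy replicate 2 and 0.12 without 6.7-Gy replicate 4) and 0.08 after 7.4-Gy TBI (adjusted p of camera 0.5, and -0.03 without replicate 1 of that group). The difference between these doses was -0.35 (adjusted p of camera 2.3e-07, adjusted p of fry 0.47). On day 12 the median was 0.00 (adjusted p of camera 0.96) and 0.28 (adjusted p of camera 0.0029, adjusted p of fry 0.57). Limma's gene-level fit called 0 genes of the list altered in any group (0 at an unadjusted p with the same fold change, and 0 adjusted over the list alone).

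PLK1 (gene 697686, chromosome 20 from 23222285 to 23235247) rose on day 7 from 1.59 ± 0.09 (SD, n = 4) to 2.50 ± 0.20 (SD, n = 4) after 6.7-Gy TBI and to 2.50 ± 0.24 (SD, n = 4) after 7.4-Gy TBI, a log2 change of 0.91 after each dose (standard error 0.23, adjusted p = 0.097 and 0.066). On the same day CCNB1 changed by 0.63 (adjusted p = 0.51) and 0.50 (adjusted p = 0.47), CDC25C by 0.70 (adjusted p = 0.29) and 0.51 (adjusted p = 0.36), CDK1 by 0.46 (adjusted p = 0.68) and 0.33 (adjusted p = 0.65), and TOP2A by 0.51 (adjusted p = 0.62) and 0.28 (adjusted p = 0.7). ATM changed by -0.35 (adjusted p = 0.75) and -0.68 (adjusted p = 0.24). BRCA1, which Fig. 7b lists for ileum, changed by 0.09 on day 12 after 6.7-Gy TBI (standard error 0.18, adjusted p = 0.91) by its brighter probe and by -0.26 by another. Its change was -0.08 with the mean of both probes and -0.06 with slide as a block.

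**Figure D4:**
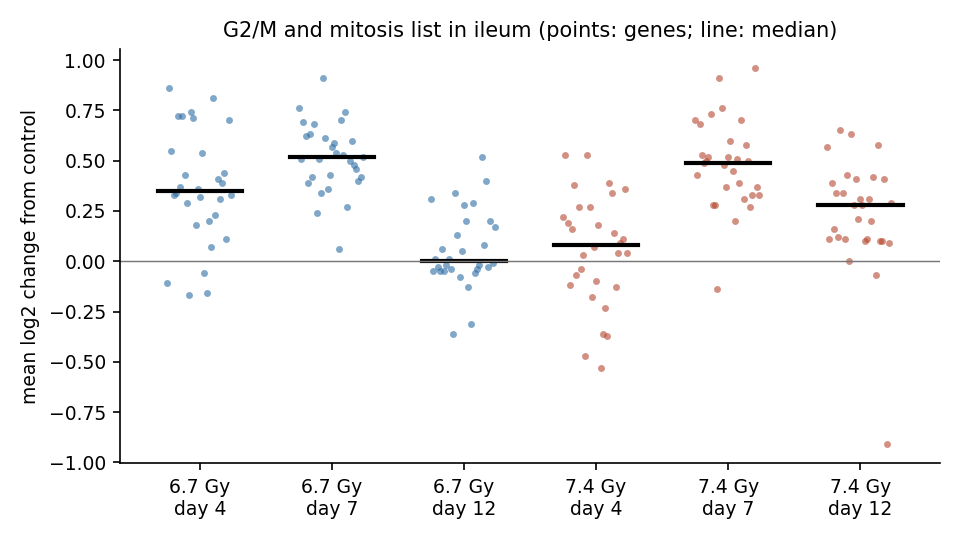
Mean log2 change from unirradiated ileum (vertical axis) of the 30 tested genes of the G2/M and mitosis list (points) for each dose and day (horizontal axis), with the median as a black line. On day 7 the line stands at 0.52 after 6.7-Gy TBI, with all 30 points above 0, and at 0.49 after 7.4-Gy TBI, with 1 point below 0.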

No significant activation of these pathways was observed in ileum or colon. Figure 7b lists the genes whose expression were altered involved in the G2/M DNA damage checkpoint regulation pathway.

**Fig. 7:**
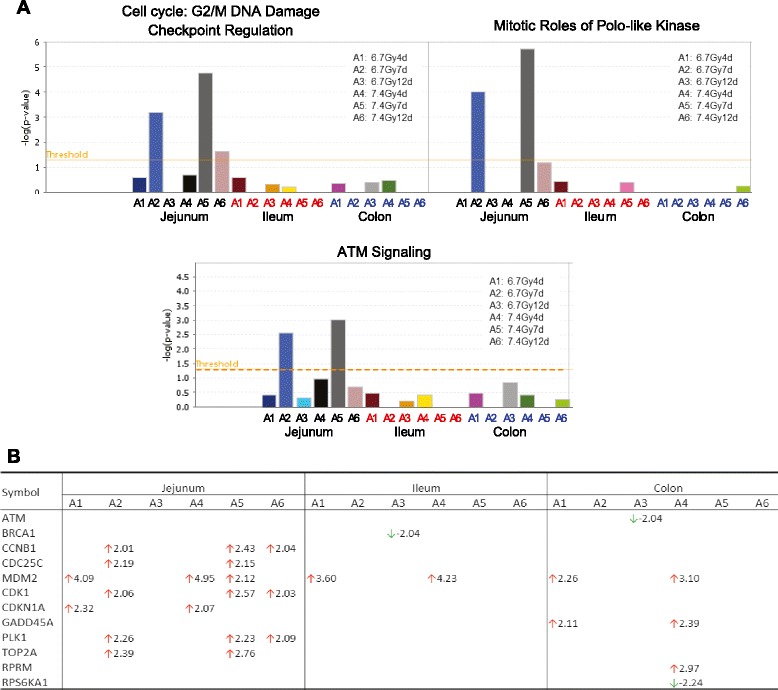
Activation of cell cycle control and DNA damage repair signaling pathway in jejunum, ileum and colon after TBI. Pathways with a –log value (*P*-value) above the threshold (dashed line) were significantly activated (panel **a**). Genes involved in G2/M DNA damage checkpoint regulation altered at the different time points after 6.7 Gy and 7.4 Gy TBI (panel **b**)

#### Activation of coagulation system in jejunum, ileum and colon

Analysis of cellular stress and injury signaling identified significant activation of the coagulation system in jejunum at day 4 after irradiation at both TBI doses, with complete suppression at days 7 and 12 (Fig. 8). Activation of the coagulation system was marginally significant in ileum or colon. 

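A list of 34 genes of the coagulation system, 25 of them tested, was not called by camera in ileum in any of the 6 groups. Another list holds 4 of the 25 and the paper names 6. On day 4 its median log2 change was -0.06 after 6.7-Gy TBI, opposite in sign to its mean of 0.07 (adjusted p of camera 0.49), and 0.13 after 7.4-Gy TBI (adjusted p of camera 0.072, adjusted p of fry 0.1). The former was 0.04 under quantile normalization, 0.05 with no filter on dim probes, 0.01 with the normexp background correction, 0.19 with only the probes above background on all arrays, 0.10 without control replicate 2 and 0.02 without 6.7-Gy replicate 1. The latter passed with the normexp background correction (median 0.08), with only the probes above background on all arrays (median 0.60) and without 7.4-Gy replicate 4 (median 0.29). The medians on day 7 were -0.06 (adjusted p of camera 0.97, mean 0.09 and so opposite in sign) and 0.19 (adjusted p of camera 0.31), and on day 12 they were 0.22 (adjusted p of camera 0.5) and -0.13 (adjusted p of camera 0.49). In the gene-level fit F13A1 was altered upward after 6.7-Gy TBI and A2M, F13A1 and VWF after 7.4-Gy TBI, with the same counts adjusted over the list alone.

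A2M rose on day 4 after 7.4-Gy TBI from 2.76 ± 0.37 (SD, n = 4) to 3.83 ± 0.42 (SD, n = 4), a log2 change of 1.07 (standard error 0.24, adjusted p = 0.014), with 3 of 4 animals above all controls. It was not called without control replicate 1 (0.96) or without replicate 1 (0.97) or 2 (0.98) of its group, nor with the normexp background correction (1.00). Other genes that Fig. 8b lists for ileum were not called. F2 changed by 1.12 on day 12 after 6.7-Gy TBI (standard error 0.37, adjusted p = 0.32), KLKB1 by 1.13 on day 7 after 6.7-Gy TBI (standard error 0.45, adjusted p = 0.41), PLAT by -0.42 on day 12 after 6.7-Gy TBI (adjusted p = 0.71) and PLAU by 0.79 on day 4 after 7.4-Gy TBI (adjusted p = 0.15).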

Figure 8b lists the genes whose expression were altered involved in the coagulation system.

**Fig. 8:**
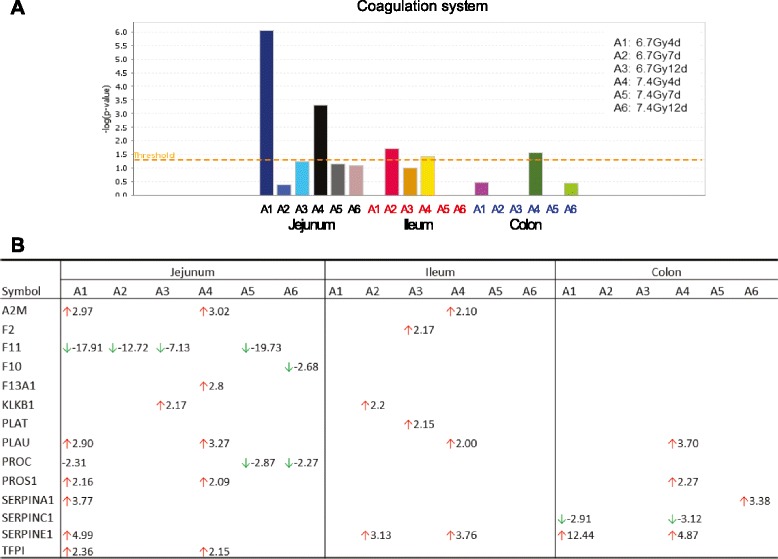
TBI induced significant activation of the coagulation system in jejunum, but not in ileum or colon. Pathways with a –log value (*P*-value) above the threshold (dashed line) were significantly regulated (panel **a**). Genes involved in the coagulation system altered at the different time points after 6.7 Gy and 7.4 Gy TBI (panel **b**)

#### Up-regulation of anoikis signaling and TNF-mediated matrix-dissociated genes

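EDA2R (gene 710244, chromosome X of T2T-MMU8v2.0 from 73013222 to 73060650) had a signal of -2.81 ± 0.59 (SD, n = 4) in unirradiated ileum. On day 4 it was 0.56 ± 0.59 (SD, n = 4) after 6.7-Gy TBI and 0.84 ± 0.31 (SD, n = 4) after 7.4-Gy TBI, a log2 change of 3.37 (standard error 0.29, adjusted p = 2.2e-06) and of 3.65 (standard error 0.29, adjusted p = 3.1e-07). All 4 animals of each group were above all controls. The difference between the doses was 0.28 (standard error 0.29, adjusted p = 0.89).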

TBI induced significant up-regulation of EDA2R in all three segments after both radiation doses. EDA2R is a type III transmembrane protein of the TNF receptor superfamily that is associated with mediating anoikis, The increase of EDA2R mRNA expression reached a maximum at day 4 and gradually returned toward the baseline at days 7 and 12 (Fig. 9). 

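On day 7 the log2 change of EDA2R in ileum was 2.28 after 6.7-Gy TBI (standard error 0.29, adjusted p = 9.2e-04) and 2.73 after 7.4-Gy TBI (standard error 0.29, adjusted p = 6.5e-05), with 4 of 4 animals above all controls after each dose. On day 12 it was 1.64 (standard error 0.35, adjusted p = 0.076) and 1.73 (standard error 0.35, adjusted p = 0.074), with 2 of 2 animals above all controls and no call. Compared directly, day 7 minus day 4 gave a log2 difference of -1.09 at 6.7 Gy (adjusted p = 0.07) and -0.92 at 7.4 Gy (adjusted p = 0.081). Day 12 minus day 4 gave -1.74 (adjusted p = 0.014) and -1.92 (adjusted p = 0.007).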

Radiation also induced marked up-regulation of various matrix metalloproteinases (MMPs). The up-regulated MMPs in colon include MMP2, MMP7, MMP9 and MMP12 (Figs. 9 and Additional file 1: Table S1) and in jejunum MMP2 and MMP12. 

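In ileum on day 4, MMP2 (gene 698478, chromosome 20 from 50968664 to 50996192) rose from 1.88 ± 0.35 (SD, n = 4) to 3.09 ± 0.45 (SD, n = 4) after 6.7-Gy TBI and to 3.53 ± 0.25 (SD, n = 4) after 7.4-Gy TBI. The log2 change was 1.20 (standard error 0.24, adjusted p = 0.013) and 1.65 (standard error 0.24, adjusted p = 7.1e-04), with 4 of 4 animals above all controls after each dose. MMP3 changed by 0.82 (adjusted p = 0.37) and 0.78 (adjusted p = 0.41), and MMP9 by -0.04 (adjusted p = 0.96) and -0.17 (adjusted p = 0.86). Leaving out 1 animal took MMP3 to between 0.49 and 1.35 and between 0.45 and 1.32, the lowest without control replicate 3 and the highest without control replicate 1. Without control replicate 4 the changes of MMP9 were 0.46 and 0.33, and that after 6.7-Gy TBI was 0.24 without 6.7-Gy replicate 4 and 0.05 with slide as a block. MMP12 changed by 0.66 (standard error 1.09, adjusted p = 0.73) and 1.09 (adjusted p = 0.59), with a spread between control animals of 1.32 (SD, n = 4), and the former was -0.08 without 6.7-Gy replicate 1. The probe of MMP7 was too dim to be tested. It was above background in 3 of 4 animals after 7.4-Gy TBI and in none of the controls. With the scanner's background subtraction its rise there was at least 1.97-fold. Under the normexp background correction its log2 change went from 2.80 to 0.65, which lies below that limit.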

In ileum, only MMP2 was significantly induced. In addition to various types of MMPs, we identified a striking increase of LCN2 in colon at day 4 (58-fold increase after 6.7-Gy TBI) (Fig. 2), which was significantly suppressed at day 12. 

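LCN2 (gene 697208, chromosome 15 from 19541944 to 19546316) had a signal in ileum of 3.95 ± 0.56 (SD, n = 4) without irradiation, 4.48 ± 0.81 (SD, n = 4) on day 4 after 6.7-Gy TBI and 3.88 ± 0.79 (SD, n = 4) on day 4 after 7.4-Gy TBI. Its log2 change was 0.53 (standard error 0.41, adjusted p = 0.43) and -0.07 (adjusted p = 0.94). The latter was 0.03 under quantile normalization, 0.51 with the mean of both probes, and between -0.39 and 0.25 with 1 animal left out, the lowest without 7.4-Gy replicate 3 and the highest without 7.4-Gy replicate 4, and it was 0.14 without control replicate 4. A dimmer probe of LCN2 changed 2.69-fold (adjusted p = 0.34) and 2.14-fold (adjusted p = 0.49).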

The striking increase of LCN2 only occurred in colon, not in jejunum and ileum (Additional file 1: Table S1). IPA upstream analysis showed that these induced MMP genes and LCN2 were directly activated by TNFα (Fig. 2).

**Fig. 9:**
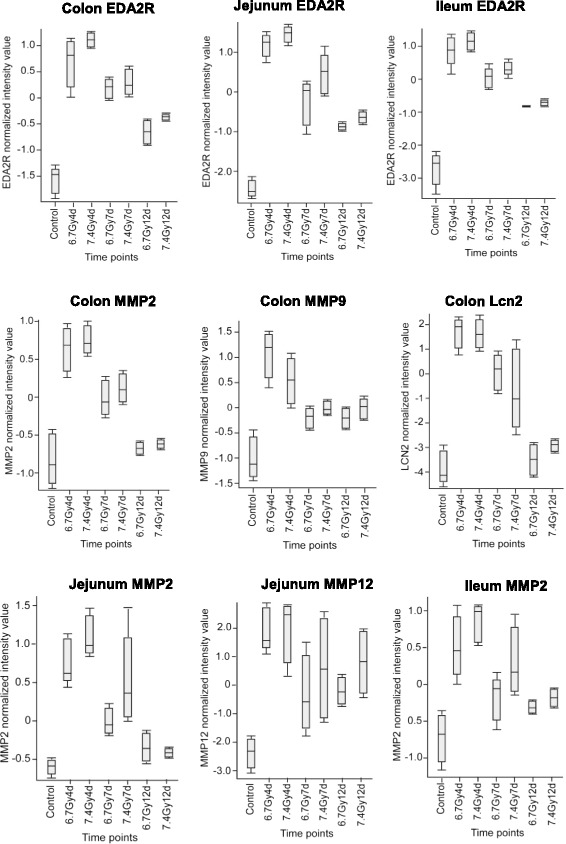
Up-regulation of EDA2R and matrix-dissociated transcripts in jejunum, ileum and colon after 6.7 Gy and 7.4 Gy TBI

### Immunohistochemistry for TNFα

Immunohistochemistry was performed on colon tissue sections from control and irradiated samples collected on study day 4 after 7.4-Gy TBI. Staining for TNFα was very weak across the normal colon section, except for some visible signals distributed as a streak underneath the intact mucosal epithelial lining (Fig. 10a, b). In the irradiated colon section, a significant increase in TNFα staining was observed in the mucosa, submucosa and serosa (Fig. 10c, d). In the mucosal region close to the epithelial barrier, TNFα had accumulated as a strong streak that formed an interface between swollen/disrupted cells and normal-shaped cells (Fig. 10c).

**Fig. 10:**
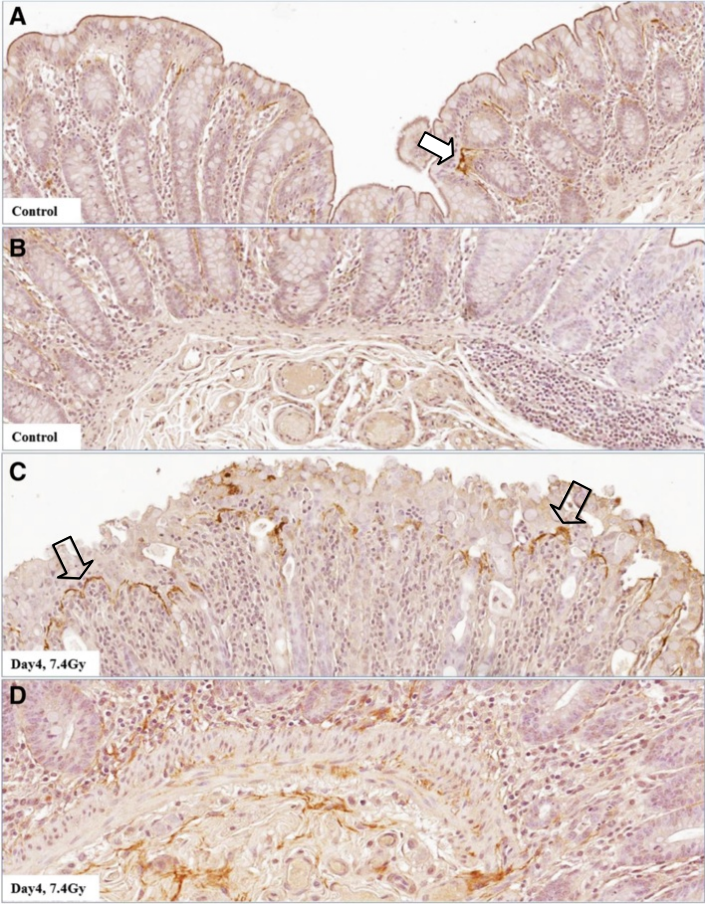
Immunohistochemistry in colon tissue sections for TNFα protein. In unirradiated colon, TNFα protein is weakly distributed across the section; however, a streak of some visible signals can be seen beneath the intact mucosal epithelial lining (panels **a** and **b**, solid white arrow). At day 4 after 7.4-Gy TBI, TNFα staining in the interstitial space from serosa to mucosa and submucosa of the colon exhibits significantly increased TNFα staining. Note the strong streak of TNFα staining in the mucosal region close to the epithelial barrier, forming an interface between swollen/disrupted cells and normal-shaped cells (panels **c** and **d**, open arrows)

## Discussion

This comparative analysis of the gene expression profiles of jejunum, ileum and colon obtained at three time points (4, 7 and 12 days) from *Rhesus macaque* models exposed to 6.7 Gy and 7.4 Gy TBI has yielded valuable insights into the differences in the radiosensitivity of these segments, as well as differences with respect to damage mode, destruction magnitude, and mechanism of injury. Pathway analysis of the gene expression profiles identified radiation-induced time-, dose- and segment-dependent activation of TNFα cascade, tight junction, apoptosis, cell cycle control/DNA damage repair and coagulation system signaling. On the basis of the activation of these signaling cascades and pathways, colon sustained the most severe mucosal barrier interruption and inflammation, and jejunum the most DNA damage, apoptosis and endothelial dysfunction. Compared to colon and jejunum, ileum was the most resistant segment to radiation exposure.

The TNFα cascade was identified as the upstream regulator of gene expression profile changes after TBI with the highest activation score as defined by IPA Upstream Regulator analysis. Activation of TNFα differed by intestinal segment, with colon showing the highest level of activation and ileum the lowest. TNFα cascade activation was also time-dependent, occurring at day 4 and then being completely suppressed at days 7 and 12. TNFα is a pro-inflammatory molecule that regulates multiple cellular processes [9]. In intestine, it regulates inflammation, mucus secretion, cell survival and death [9–13]. Its protective or destructive role primarily depends on the dosage and activation of secondary signaling pathways. For example, TNFα overexpression by exogenous administration or specific knock-in induces abnormal epithelial shedding producing microerosions that cannot be sealed by tight junction rearrangement [19]. Clinically, many studies have implicated TNFα’s intricate link to intestinal barrier disruption in inflammatory bowel diseases such as Crohn’s disease and ulcerative colitis [9]. In irradiated colon, where the TNFα cascade was highly activated, histology revealed large-scale epithelial shedding with more severe barrier disruption than in other GI segments.

The distribution pattern of immunohistochemical staining for TNFα in irradiated colon demonstrates a direct involvement of TNFα in radiation-induced mucosal shedding. At day 4 after 7.4 Gy TBI, the interstitial space from serosa to mucosa showed a marked increase of TNFα staining, and, in an intriguing finding, a strong streak representing accumulation of TNFα was observed in the mucosal region close to the epithelial barrier, separating abnormally from normally shaped cells (see Fig. 10). Regulation of intestinal inflammation and mucosal injury by TNFα has undergone extensive study. Targeting of TNFα with antibodies has been successfully used in the clinical treatment of inflammatory bowel disease for many years, highlighting the importance and clinical relevance of TNFα’s function in intestinal inflammation [20]. Our finding in normal colon of a visible streak of TNFα closely adjacent to the base of the epithelial lining (see Fig. 10a, b) suggests that TNFα could act as a sentinel in the response to barrier disruption.

Of the TNFα downstream targets, genes regulating cellular dissociation including MMP2, MMP3, MMP7, MMP9 and LCN2 were strikingly increased in colon tissue after 7.4 Gy irradiation. Among these in colon, MMP7 was increased 11- and 41-fold after 6.7 and 7.4 Gy TBI, and LCN2 was increased 58- and 52-fold, respectively. Epithelial MMP-7 breaks down extracellular matrix (ECM) and activates α-defensin produced by paneth cells [21]. LCN2 protein, also called NGAL (neutrophil gelatinase–associated lipocalin), can form a complex with MMP-9 and strongly enhance and preserve MMP-9 activity [22]. The strikingly increased expression of these matrix degradation genes inevitably causes cells to lose their attachment to the surrounding ECM. In addition, radiation induced strong expression of EDA2R, a member of the TNF receptor family that mediates p53-regulated anoikis [23]. Anoikis is a form of programmed cell death induced by detachment of anchorage-dependent cells from the surrounding ECM. EDA2R protein negatively regulates focal adhesion kinase, a central component of focal adhesion. In humans, activated EDA2R gives rise to a clinical syndrome characterized by loss of hair, sweat glands and teeth [24]. We hypothesize that activation of the EDA2R and TNFα cascades plays a key role in radiation-induced mucosal shedding in colon. Interestingly, these matrix degradation genes showed a much lower increase in jejunum and ileum than in colon.

Intestinal mucosal barrier disruption in response to TBI changes the barrier’s permeability. Our investigation of the expression of epithelial tight junction–associated genes in the different GI segments after irradiation revealed that only colon exposed to 7.4 Gy TBI caused significant (≥2-fold) changes in numerous tight junction genes at day 4, with very few alterations in expression of tight junction–associated genes observed in jejunum and ileum (see Fig. 4a). In intestine, tight junction proteins form a barrier against unlimited paracellular passage of solutes and water; they also form channels allowing distinct permeation across the barrier [25, 26]. Among the tight junction–associated genes that were up-regulated after irradiation was CLDN2, which showed striking 106- and 196-fold increases after 6.7 Gy and 7.4 Gy TBI, respectively. CLDN2 protein (claudin 2) has been shown to be of great clinical impact. It is a predominant pore-forming protein for selective transportation of water and small cations (e.g., Na + and K+) [27–29]. An increase of CLDN2 protein expression causes excessive diffusion of ions and water from blood to lumen, leading to leak-flux diarrhea [27, 28]. CLDN2 expression can be induced by TNFα and has been reported in various diseases, including Crohn’s disease, ulcerative colitis and celiac disease [27, 28]. In patients with Crohn’s disease, the expression of CLDN2 is dramatically up-regulated, especially in patients with low expression of the sealing tight junction protein CLDN8 (claudin 8) [28]. In our studies, up-regulated expression of CLDN2 after 7.4 Gy TBI was also accompanied with a wide down-regulation of sealing tight junction genes, including CLDN8, which was down-regulated 20-fold. These data suggest a direct link between tight junction disruption and the diarrhea observed in most of the irradiated animals from days 2 to 7.

Activation of the TNFα cascade and tight junction signaling suggests that colon suffered the severest mucosal barrier disruption after TBI. This conclusion is further supported by the activation of immune response signaling pathways observed among the segments. Breakdown of the mucosal barrier causes bacterial translocation into the deep gut tissue and triggers an immune response and inflammation. Activation of these signaling pathways enables the organism to defend itself against infectious microbes. The magnitude of activation reflects the degree of tissue injury. Among the segments studied, colon had the greatest number of altered immune response transcripts and the highest magnitude of change. For example, the IL1A gene was increased 14- and 34-fold in colon at day 4 after 6.7 Gy and 7.4 Gy TBI, respectively, but was not induced in jejunum and ileum. 

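The probe of IL1A (gene 700193) was too dim in ileum to be tested. On day 4 it was well above background in 1 of 4 animals in unirradiated ileum, after 6.7-Gy TBI and after 7.4-Gy TBI alike. Its signal was -6.72 ± 0.62 (SD, n = 4), -6.08 ± 1.61 (SD, n = 4) and -6.51 ± 0.28 (SD, n = 4), a log2 change of 0.64 and 0.22, so that a difference was not detectable at this signal. IL1B, whose probe was tested, changed by -0.32 (standard error 0.61, adjusted p = 0.77) and -0.08 (adjusted p = 0.95).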

The same was the case with CCL11, CCL23, CXCL16, CXCL17, MMP9 and CLDN2. These transcripts were markedly up-regulated in colon but not induced in jejunum and ileum. In addition, CXCL8 was increased 61- and 56-fold in colon at day 4 after 6.7-Gy and 7.4-Gy TBI, respectively, but only 7- and 4-fold in jejunum and ileum after the higher-dose TBI. These data seem reasonable in view of the disruption of the epithelial barrier in colon, the largest reservoir of microorganisms [30, 31], which would prompt a strong defensive reaction to fight against the invading pathogens. 

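In ileum on day 4, CCL11 changed by 0.91 after 6.7-Gy TBI (standard error 0.48, adjusted p = 0.26) and by 1.58 after 7.4-Gy TBI (standard error 0.48, adjusted p = 0.052), from a signal of -0.82 ± 1.06 (SD, n = 4) in unirradiated ileum, with 2 of 4 animals above all controls after the higher dose. The latter was called with limma's intensity trend and robust moderation, with the mean of the probes of a gene, with only the probes above background on all arrays, under quantile normalization, with the replicate number as a block and without control replicate 4, and the adjusted p over the settings with all animals ranged from 0.039 to 0.07. CCL23 changed by 2.77 (standard error 0.90, adjusted p = 0.09), with a spread between the irradiated animals of 2.35 (SD, n = 4), and by 1.74 (standard error 0.90, adjusted p = 0.25), and a dimmer probe of it by -0.41 and -0.17. CLDN2 (gene 701378) changed by 0.57 (standard error 0.29, adjusted p = 0.25) and 0.76 (adjusted p = 0.12), with 1 and 2 of 4 animals above all controls. The probe of CXCL17 was too dim to be tested. It was above background in 1 animal after 7.4-Gy TBI and in none of the controls. With the scanner's background subtraction this is a signal at least 1.35-fold higher. Under the normexp background correction its log2 change there went from 0.78 to 0.12, which lies below that limit. CXCL16 has no probe that the array names for it.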

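In ileum on day 4, CXCL8 (gene 613028) had a signal of -4.23 ± 0.40 (SD, n = 4) without irradiation, -3.11 ± 1.33 (SD, n = 4) after 6.7-Gy TBI and -3.07 ± 0.56 (SD, n = 4) after 7.4-Gy TBI. The log2 change was 1.12 (standard error 0.45, adjusted p = 0.15), with 3 of 4 animals above all controls, and 1.16 (standard error 0.45, adjusted p = 0.12), with 4 of 4, a fold change of 2.23. A dimmer probe of CXCL8 rose 2.83-fold (adjusted p = 0.099) and 3.1-fold (adjusted p = 0.056). Yet another tested probe of it rose 3.96-fold after 7.4-Gy TBI (adjusted p = 0.068).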

As was the case with activation of the TNFα cascade and tight junction signaling, activation of the immune response was time-dependent, with day 4 as the most activated time point. At days 7 and 12, the activated immune response pathways were significantly suppressed.

In contrast to the colon, where TNFα cascade, tight junction and immune response signaling were most highly activated; jejunum was the segment with the strongest activation of apoptosis, cell cycle control/DNA damage repair and coagulation system signaling after irradiation. After radiation exposure, a wave of apoptosis normally occurs within a few hours. But in this study, we found significant activation of AhR-mediated apoptotic signaling at day 4 after both doses of TBI, with jejunum the most activated segment. AhR was originally characterized as a regulator of xenobiotic metabolism and currently is considered an important mediator of toxic responses [32, 33]. Activation of AhR signaling could be associated with the second wave of apoptosis induced by the toxicity generated by reactive oxygen species, ruptured cells or invasive microorganisms. TBI induced a wide activation of pathways that regulate cell cycle control and DNA damage repair [34, 35]. Surprisingly, activation of various DNA damage repair pathways occurred in jejunum, not in ileum or colon. The lack of DNA damage repair might explain why colon has a higher incidence of adenocarcinoma [36]. Previous studies, including ultrastructural studies, have shown that endothelial cells are also among the most radiation-sensitive cell types [37, 38]. Radiation induced a significant activation of coagulation system signaling in jejunum at day 4. The strongest activation of the coagulation system in jejunum, but not ileum or colon, could be due to the abundance of blood capillaries in jejunal villi for nutrient absorption [39, 40].

## Conclusions

This is the first systematic comparative study of the molecular and cellular responses to radiation injury in jejunum, ileum and colon. Activation of signaling cascades suggests that colon undergoes the most severe mucosal barrier interruption and inflammation and that jejunum experiences the most DNA damage and repair, apoptosis and endothelial dysfunction. These more pronounced alterations correlate with the high incidence of macroscopic pathologies that are observed in the colon after total body irradiation. Compared to jejunum and colon, ileum is the most resistant intestinal segment to radiation injury. The strongest activation of TNFα cascades and the striking up-regulation of its down-stream matrix-dissociated genes suggest that TNFα modulation could be a target for mitigating radiation-induced mucosal barrier disruption. Future studies will verify these findings at the post-transcriptional and post-translational levels.

## Methods

### Animal model, intestinal tissue collection and total RNA preparation

Procedures involving the care and use of animals in this study were reviewed and approved by the Institutional Animal Care and Use Committee (IACUC) prior to conducting the experiments. All procedures were conducted according to the Guide for the Care and Use of Laboratory Animals (8th Ed., National Academy of Sciences) in the Association for Assessment and Accreditation of Laboratory Animal Care (AAALAC) accredited facility. Veterinary cares were available 24 h/7d throughout the study. The animal room environment was controlled (temperature 21 ± 3 °C, humidity 30–70 %, 12 h light, 12 h dark, 10–15 air changes per h) and temperature and relative humidity were monitored continuously. A standard certified commercial primate chow (Certified Primate Diet 2055CTM, Harlan Teklad, Madison, WI, USA) was available to each animal twice daily. Enrichment included fruits and other treats, television and radio.

At total of 24 young-adult male *Rhesus macaque* primates without known preexisting disease underwent sham-irradiation or exposure to a single uniform total-body dose of 6.7-Gy (LD70/30) or 7.4-Gy (LD90/30) of gamma radiation from a cobalt-60 source (Theratron 1000, Best Theratronics, Ottawa, Ontario, Canada). The duration of the observation period before euthanasia was 4, 7 and 12 days following TBI. Intestinal tissues from jejunum, ileum and colon were collected from unirradiated control (*n* = 4) and irradiated animals on days 4 (*n* = 4), 7 (*n* = 4), and 12 (*n* = 2) after 6.7-Gy and 7.4-Gy TBI and stored in RNAlater. The same unirradiated controls (*n* = 4) were used for both 6.7-Gy and 7.4-Gy exposures. The length of each segment is around 3 cm and whole gut tissue (~50 mg) was used for tRNA extraction.

Total RNA was extracted with the use of RNeasy microarray tissue mini kits (Qiagen, Germantown, MD) and cleaned by TURBO DNase (Life Technologies/Thermo Fisher Scientific, Grand Island, NY). The purity of RNA (OD260/280, OD260/230) was measured by NanoDrop 2000c spectrophotometer (Thermo Fisher Scientific, Waltham MA). RNA integrity was evaluated on a Bioanalyzer 2100 (Agilent Technologies, Santa Clara, CA). RNA integrity number (RIN) values below 6 were considered failed and not sent for microarray processing.

### Verification of gene expression by RT-qPCR

Gene expression was verified with the same sets of total RNA samples sent for microarray. For each RNA sample, 2 μg was used as the template for cDNA synthesis by using the High-Capacity cDNA reverse transcription kit (Life Technologies/Thermo Fisher Scientific). Steady-state mRNA levels were measured with real-time quantitative RT-qPCR using the following predesigned TaqMan (Life Technologies/Thermo Fisher Scientific) gene expression assays for the following genes: LCN15, ITM2A, EDA2R, MMP12, HBB, HBA2 and GALC. PCR amplification and detection were carried out on an ABI Prism 7000 sequence detection system (Life Technologies/Thermo Fisher Scientific). Transcript levels were normalized to GAPDH and calculated relative to unirradiated controls by the standard ΔΔCt method. A statistics analysis was performed to estimate the consistency between RT-qPCR results and the microarray data.

### Gene microarray and data analysis

A total 72 RNA samples (Table 3) extracted from jejunum, ileum and colon from un-irradiated control (*n* = 4) and irradiated animals on days 4 (*n* = 4), 7 (*n* = 4), and 12 (*n* = 2) after 6.7-Gy and 7.4-Gy TBI were processed for gene microarray analysis without pooling. For each sample, 150 ng of total RNA was converted to cDNA, amplified and labelled using the Low input quick amp one-color labelling kits from Agilent following the manufactures protocol. A total of 1.65 μg of labelled cDNA was hybridized to Agilent single-color Rhesus Macaque (V2) gene expression 4 x 44 K slides (Agilent Technologies,). Arrays were washed, and data were analysed with Agilent’s GeneSpring GX 11.0 software. Briefly, raw data were log2-transformed and then normalized to the 75th percentile of all values on a chip. Samples from unirradiated jejunum, ileum and colon were used as the baseline controls.

**Table 3:** Summary of 72 tRNA samples processed for microarray without pooling

Segments dose	Control	4 days	7 days	12 days
Jejunum 6.7Gy	*N* = 4	*N* = 4	*N* = 4	*N* = 2
Jejunum 7.4Gy		*N* = 4	*N* = 4	*N* = 2
Ileum 6.7Gy	*N* = 4	*N* = 4	*N* = 4	*N* = 2
Ileum 7.4Gy		*N* = 4	*N* = 4	*N* = 2
Colon 6.7Gy	*N* = 4	*N* = 4	*N* = 4	*N* = 2
Colon 7.4Gy		*N* = 4	*N* = 4	*N* = 2

### Pathway analysis

All transcripts that were differentially expressed more than 2-fold at P < 0.05 between TBI and control at each time point (Additional file 1: Table S1) were imported into Ingenuity Pathway Analysis (IPA) software (Qiagen/Ingenuity, Redwood City, CA) for pathway analysis. Upstream Regulator Analysis in IPA was performed to identify the activation of upstream transcriptional regulators that could explain the observed gene expression changes. IPA Canonical Pathways Analysis was performed to identify the activation of pathways from a library of canonical pathways.

### Immunohistochemistry for TNFα

Immunohistochemical staining was performed on colon tissue sections from control and irradiated animals with avidin–biotin complex (ABC) technique, diaminobenzidine (DAB) chromogen, and hematoxylin counterstaining. Appropriate positive and negative controls were included. The primary antibody was rabbit polyclonal antibody to TNFα (1:100) (Abcam, Cambridge, MA). The dilution of the second antibody (goat anti-rabbit) was 1:400.

### Statistical analysis

#### GeneSpring analysis

The expression profiles of unirradiated control samples from jejunum, ileum and colon were used as the baseline for generating the list of altered genes at each time point after TBI. Lists of gene were generated by *t*-test and Benjamini-Hochberg multiple testing correction with a false-discovery rate < 0.05. Significantly changed genes were selected with a cut-off of P < 0.05 and fold change ≥ 2.0.

#### IPA analysis

The significance of the association between the data set and the function/canonical pathway was determined by the P-value, which was calculated by Fisher’s exact test and Benjamini-Hochberg multiple testing correction. A P-value < 0.05 indicated a statistically significant, nonrandom association. Activation Z-score was used to identify the biological function/pathway expected to be increased or decreased. Z-score was also used to identify transcription factors that were significantly activated or inhibited. An absolute z-score of ≥ 2 was considered significant. Increased (activated) biological functions/pathways were identified by a z-score ≥ 2, and decreased (inhibited) functions/pathways by a z-score < −2.

## Availability of supporting data

The raw and normalized microarray data is available in Gene Expression Omnibus (GEO) with an accession number GSE74110 (https://urldefense.proofpoint.com/v2/url?u=http-3A__www.ncbi.nlm.nih.gov_geo_query_acc.cgi-3Facc-3DGSE74110&d=BQIEAg&c=6vgNTiRn9_pqCD9hKx9JgXN1VapJQ8JVoF8oWH1AgfQ&r=W8LxzO8ZOKsC96Kr1NIe4x1i6OCs2ec2O9G-iXxNmcI&m=MlqtHsTLnRF0Q6kFosq7gSr_vwvAm7tRBtRJghcCTGE&s=xphwihznMe0Amr6MuXesIsMdlrBputIhKWDEjR5LrCg&e=).

## Additional files

Additional file 1: Table S1. An excel file containing 18 lists of genes altered ≥ 2.0-Fold from jejunum, ileum and colon at days 4, 7 and 12 after 6.7-Gy and 7.4-Gy TBI including fold-change and *P*-values. (XLS 3319 kb) Additional file 2: Table S2. Altered genes regulating granulocyte adhesion and diapedesis in jejunum, ileum and colon at days 4, 7 and 12 after 6.7 Gy and 7.4 Gy TBI. (PDF 127 kb)

## Abbreviations

GI: Gastrointestinal
TBI: Total body irradiation
TNFα: Tumor necrosis factor α
CLDN2: claudin 2
IPA: Ingenuity Pathway Analysis
AhR: Activation of aryl hydrocarbon receptor
ECM: Extracellular matrix
ABC: Avidin–biotin complex
DAB: Diaminobenzidine
IACUC: Institutional Animal Care and Use Committee
AAALAC: Association for Assessment and Accreditation of Laboratory Animal Care
BARDA: Biomedical Advanced Research and Development Authority
ASPR: Assistant Secretary for Preparedness and Response

# Supplementary material for: Gene expression profiling in non-human primate jejunum, ileum and colon after total-body irradiation: a comparative study of segment-specific molecular and cellular responses
**Source:** BMC Genomics. 2015 Nov 21;16:984. doi: 10.1186/s12864-015-2168-y
**Supplement:** Additional file 2: Table S2. — Altered genes regulating granulocyte adhesion and diapedesis in jejunum, ileum and colon at days 4, 7 and 12 after 6.7 Gy and 7.4 Gy TBI.

Table S2. Altered genes regulating granulocyte adhesion and diapedesis in jejunum, ileum and colon at days 4, 7 and 12 after 6.7 Gy and 7.4 Gy TBI.

How the deposited data were processed for this re-analysis (not part of the article)

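Ileum from 24 animals was analysed, 4 unirradiated and 20 after TBI. After 6.7 Gy and after 7.4 Gy there were 4 animals on day 4, 4 on day 7 and 2 on day 12, with 1 array for each animal and no technical replicates. Jejunum and colon were not analysed here, and neither were the RT-qPCR and citrulline measurements. The conditions were read from the sample titles. For the 4 arrays of day 12, where title, day field and paper agree, the protocol text of the labels names 21 days, and day 12 was used; the controls are labelled day 4 and served for every day. The replicate numbers do not pair animals of different groups.

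The authors labelled total RNA, hybridized it to Agilent single-color Rhesus Macaque arrays and read these with Feature Extraction 11.0.1.1, which per the file headers gave each spot a background-subtracted intensity with no scaling between arrays. The intensities of the deposited raw table equal those of the scanner files within 1 in 100000 for 43553 of 43553 probes with 1 spot. Spot and local background medians are given in the same files as intensities without subtraction. For the log2 values of their normalized table, the authors took the logarithm of the raw signals and subtracted the 75th percentile of each array, and as deposited each probe is also centred on its median over the 24 arrays. Flags for outlier spots, for saturation and for signal well above background were set for each spot by Feature Extraction.

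Values were computed again from the scanner intensities. Of 45220 spots on an array, 43803 are not controls and belong to 43603 probes, of which 50 have 5 spots. A spot marked as an outlier was left out where another spot of its probe remained. The spots of a probe were averaged on the log2 scale and the 75th percentile of the array over all probes that are not controls was subtracted. A gene symbol was taken for 23758 probes (16231 distinct symbols), from the authors' table and, for the 8317 probes whose accession matched, from the RefSeq table of T2T-MMU8v2.0. The probes without a symbol were tested and counted but cannot be named. A probe was tested when it was well above background on every array of at least 1 of the 7 groups, which left 36108. For arrays the number of animals limits the precision of all values, and a gene whose probe was not above background can be given only a limit.

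The comparisons were fitted with limma 3.58.1 in R 4.3.3 (data.table 1.17.8), with 1 mean for each of the 7 groups and 1 spread for each probe over all 24 arrays. Adjusted p means limma's moderated p-value after Benjamini-Hochberg adjustment over all tested probes within a comparison. A probe was called altered at an adjusted p under 0.05 with a fold change of at least 2, and an unadjusted count uses limma's p under 0.05 with the same fold change. Each irradiated group was compared with the controls, the higher dose with the lower dose on each day, and day 7 and day 12 with day 4 at each dose. The test was tried on simulated data with 200 changed probes and on simulated data with no change. The day 12 groups have 2 animals each, and where 1 of these was left out the remaining one is assumed to vary like the other groups.

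Gene lists were tested at the level of genes, each represented by its brightest tested probe (14231 genes). The 8 lists that follow the paper's pathways hold TNF targets, p53 targets, tight junction genes, G2/M and mitosis genes, coagulation genes, genes that AhR induces, interferon-stimulated genes and the granulocyte adhesion genes of Table S2. A further 17 lists hold marker genes of cell types. The IPA gene sets were not used. The test was limma's camera with a preset correlation of 0.01 between genes, two-sided, with Benjamini-Hochberg adjustment over 150 tests (25 lists and 6 comparisons). A list's value is the median log2 change of its tested genes. Limma's fry and camera with the estimated correlation were run as alternatives, and differences between doses and days were tested with camera over 175 tests.

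Single genes were named by a rule set before the data were examined, as were the main settings, the lists and the alternatives other than those said to be chosen later. The rule takes the genes that the text names for ileum, the genes with an ileum value in Table S2 and in Figs. 4b, 6b, 7b and 8b, the G2/M genes of Fig. 7b with ATM, and in each comparison with the controls the 5 largest rises and the 5 largest falls among called probes with a symbol whose irradiated animals all lie on one side of all controls. It gives 89 genes, of which 85 have a probe and 3 are not reported here. A gene with several probes is reported by the probe that is brightest over the 24 arrays, and other tested probes are given where they differ. Where no array of a group was above background, a fold change is given only as a lower limit. For this, each signal of that group below the lowest signal well above background on its array was set to that lowest signal. These limits hold for the scanner's background subtraction, and the normexp correction can give smaller changes.

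The alternatives changed the scaling (quantile normalization, the 75th percentile of the probes above background, or the authors' normalized signals), the background correction (normexp with an offset of 50, on spot medians, because the files hold no spot means), the filter on dim probes, the moderation, the probe taken for a gene, the handling of outlier spots, the arrays in the fit, and the test (the methods' t-test, run here as an unpaired test with equal variances). With the authors' normalized signals, centred for each probe, the probe standing for a gene in the lists was not chosen by brightness. Slide, replicate number and array position were also tried as further terms, and each animal was left out in turn. For groups of 4 animals the comparisons were repeated for the 35 ways to split the same 8 arrays. Array position could be fitted for day 4 only, because the positions of the day 7 and day 12 arrays hold no control.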

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

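Chosen only after the result was seen were the tests of both sexes, slide and mislabelled samples for the Y-linked probes, of sex for the counts, of a single faulty probe and of less blood for the globin genes, of a more proximal piece of gut, of a higher share of stroma for the B cell markers, of array position for the genes and lists of day 4 and for the count at 7.4 Gy, and the counts with the fold change applied first. Every result below was picked out by 1 of 3 rules: an animal far from the other 3 of its group, a difference between doses or days, or a change in genes that the paper does not discuss for ileum.

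In 13 of 261 groups of 4 animals, 1 animal lay apart from the other 3, and chance alone gives about 5% of groups. The values given are log2 signals relative to the array's 75th percentile. Control replicate 1 was low for MYL5 (-3.47), the coagulation list (-2.85) and the enteric neuron and glia markers (-1.79), and control replicate 2 for CXCL1 (-4.27), while control replicate 4 was high for CCNB1 (1.86). On day 4 after 7.4-Gy TBI, replicate 1 was high for HBB (-2.24) and PLAU (0.65), replicate 3 high for CST6 (3.30) and replicate 4 low for LOC701643 (-2.35). After 6.7-Gy TBI, replicate 4 of day 4 was high for CCL11 (0.90), replicate 2 of day 4 high for the coagulation list (-2.47) and replicate 4 of day 7 low for PLK1 (2.2). Replicate 4 of day 7 after 7.4-Gy TBI was low for the plasma cell markers (-1.11), and without it their median change was -0.99 instead of -1.41. Without control replicate 1 the change of MYL5 on day 4 after 7.4-Gy TBI was 0.50 instead of 1.29, and that of the neuron and glia markers 0.56 instead of 0.87. The share of probes well above background was 85.1%, 84.1% and 88.1% on the arrays of control replicates 1, 2 and 4, inside or above the range of the irradiated groups, so low signal on the whole array is not seen there. The shares of the other arrays named lie between 76.1% and 86.8%, within the range of 72.7% to 87.3% of the irradiated arrays of day 4. The number of such animals is close to what chance gives, and no biological explanation was tested.

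Differences between days were picked out because the groups of a dose differed in the direct comparison. Day 7 minus day 4 gave 128 probes at 6.7 Gy and 340 at 7.4 Gy, with 1 of the 35 splits of the same arrays giving as many each time, the real one. This is the smallest number that 35 splits can give, and it argues against chance. Day 12 minus day 4, with 2 animals on day 12, gave 937 at 6.7 Gy and 650 at 7.4 Gy. These numbers depend on single animals. For day 7 at 6.7 Gy 48 probes were left without replicate 2 of day 4, and 48, 52, 32 and 73 without replicates 1 to 4 of day 7, and at 7.4 Gy 178 without replicate 1 of day 4. For day 12 at 6.7 Gy 504 were left without replicate 4 of day 4, and 129 and 246 without replicates 1 and 2 of day 12; at 7.4 Gy 311 without replicate 1 of day 4, and 166 and 311 without replicates 1 and 2 of day 12. Between the doses the count was 0 on days 4 and 7 by limma (unadjusted 153 and 141; 0 with intensity trend and robust moderation, unadjusted 160 and 140), where all 35 of 35 splits give as many, as they must for a count of 0, so that the splits decide nothing about chance; it was 2 without 6.7-Gy day 4 replicate 2 or without 7.4-Gy day 7 replicate 3. On day 12 it was 1, the probe of UGT3A1 (-3.10), with 4 and 39 without 6.7-Gy day 12 replicates 1 and 2, 44 and 18 without 7.4-Gy day 12 replicates 1 and 2, and 0 with slide as a block (unadjusted 572). With slide as a block the counts between days were 60, 197, 153 and 338, so differences between slides do not account for all of them. Array position differs between the days and cannot be told apart from time after irradiation, because no day 7 or day 12 array shares a position with an array of day 4.

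The genes that differed between days among those of the paper were ALDH1A2 (-1.21), ALDH1L2 (1.70), CCL2 (-1.28) and CCL21 (-1.02) for day 7 minus day 4 at 6.7 Gy, and ALDH1L2 (1.52) and CCL2 (-1.16) at 7.4 Gy. For day 12 minus day 4 they were ALDH1A2 (-1.0), CCL19 (-3.16), CLDN3 (1.01), EDA2R (-1.74), F2 (1.73), FAS (-1.16) and MSN (-1.01) at 6.7 Gy and A2M (-1.11), EDA2R (-1.92), MMP2 (-1.12) and PLAT (-1.14) at 7.4 Gy. Of the changes that were called on day 4, those of ALDH1A2, ALDH1L2, CCL2, CCL19, CCL21, EDA2R, FAS, A2M and MMP2 moved back toward the controls. A return over time is a hypothesis here, with array position as the open technical alternative.

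Lists that differed between days with camera included the TNF targets (-0.15 at 6.7 Gy and -0.21 at 7.4 Gy on day 7), the p53 targets (-0.28 and -0.42 on day 7, -0.29 and -0.47 on day 12) and the granulocyte adhesion genes (-0.46 and -0.54 on day 7, -0.36 and -0.60 on day 12), each against day 4. The tight junction genes rose by a median of 0.41 between days 4 and 12 at 6.7 Gy. At 7.4 Gy the T cell (-0.52), macrophage (-0.56) and endothelium (-0.51) markers were lower on day 7 than on day 4, and the endothelium (-0.85) and fibroblast (-0.94) markers lower on day 12. Fry also called these differences, except those of the granulocyte adhesion list and that of the TNF targets at 6.7 Gy. Camera alone, without fry, also called the interferon-stimulated genes (-0.45 at 6.7 Gy and -0.42 at 7.4 Gy on day 7, 0.72 at 7.4 Gy on day 12), the G2/M list (-0.32 at 6.7 Gy on day 12, 0.43 at 7.4 Gy on day 7), the T cell (-0.28), macrophage (-0.45), endothelium (-0.36) and fibroblast (-0.54) markers at 6.7 Gy on day 7, and the macrophage (-0.73) and mast cell (-1.0) markers at 7.4 Gy on day 12. Splits of the arrays were not counted for these differences. Time after irradiation and array position both stay open.

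For the counts against the controls on days 4 and 7, 1 of 35 splits, the real one, gave as many altered probes for each dose and day (353, 842, 85 and 205; the highest other splits gave 2, 1, 0 and 1), and the same holds with the fold change applied first. This argues against chance, where 1 of 35 is the smallest number possible and the comparisons share their 4 controls. Array position is a technical explanation for these counts. For day 4 after 6.7-Gy TBI it was tested with only the arrays in position 1 (2 irradiated animals and 4 controls): 218 probes were altered, against at most 86 in the other 14 splits, which argues against position as the whole cause of that count. With 15 splits chance cannot be excluded at this size, and the 2 irradiated arrays lie on slides 5 and 6, which hold no control; with slide as a block and all arrays of day 4, 311 probes were altered. For day 4 after 7.4-Gy TBI all irradiated arrays lie in position 2, and an effect of position can be estimated only from the 2 animals in each position after 6.7-Gy TBI, where position goes with the level of the Y-linked probes (high in position 1, low in position 2) and with the slides (5 and 6, against 1 and 2). Estimated beside group, level and slide, position 2 against position 1 moved the 842 probes by a median of -0.32 in the direction of their change after 7.4-Gy TBI, but 2 standard errors of this are 1.64, against a median change of 1.28, so that position and irradiation cannot be told apart for this count. With position as a covariate, 20 probes were altered. On days 7 and 12 no control shares a position with an irradiated array, and so position and irradiation cannot be told apart there. The sex of the animals, read from the level of the Y-linked probes, is argued against as the source of the counts, since 0 groups hold unequal numbers of arrays of the 2 levels.

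For the gene lists, chance was tested with camera's p over the same splits, and each number of splits includes the real one. The smallest possible number is 1 of 35, with no adjustment for the number of lists, so that some lists can reach it by chance. At 1 of 35, chance is argued against for the T cell markers on day 7 after both doses. The same holds for the G2/M list on day 7 after 6.7-Gy TBI. Chance is likewise argued against for the erythroid markers on day 4 after 6.7-Gy TBI and on day 7 after both doses. It cannot be excluded for the others, with 2 to 21 of 35 splits giving as small a p: the TNF targets on day 4 (21 and 12) and day 7 (14 and 14), the granulocyte adhesion genes on day 4 (10 and 4), the p53 targets on day 4 (2 and 2) and day 7 (4 and 4), the tight junction genes on day 4 (4 and 8), the G2/M list on day 4 after 6.7-Gy TBI (15) and day 7 after 7.4-Gy TBI (3), the interferon-stimulated genes on day 7 (20 and 11), the AhR list on day 7 after 7.4-Gy TBI (3), the B cell markers on day 4 (3 and 6) and day 7 after 7.4-Gy TBI (3), the plasma cell markers on day 4 after 7.4-Gy TBI (9) and on day 7 (3 and 3), and on 1 day each the goblet (3), crypt stem (3), macrophage (4), neuron and glia (5) and fibroblast (2) markers and the erythroid markers on day 4 after 7.4-Gy TBI (3). Other values argue against chance for some of these. Fry called the p53 targets on day 4 after both doses. On day 4 after 7.4-Gy TBI the erythroid genes HBB and HBA changed by -5.88 and -3.32. Over the alternatives their adjusted p was at most 1.3e-04 and 8.5e-05, which argues against chance for these genes. On day 4 the number of lists past the threshold was reached by 7 (6.7-Gy TBI) and 4 (7.4-Gy TBI) of the 35 splits. On day 7 it was reached by 2 and 4, the real split included each time. Chance therefore cannot be excluded for the number of lists.

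The globin genes fell in ileum, where the paper does not discuss them; in colon it reports lower HBB and HBA2 by array and RT-qPCR. HBA changed by -3.43 on day 7 after 7.4-Gy TBI, SERPINA2 by -2.65 on day 7 after 6.7-Gy TBI, and the 4 erythroid markers by medians of -1.80, -1.70 and -1.23 on days 4, 7 and 12 after 6.7-Gy TBI and -1.75 and -1.84 on days 4 and 7 after 7.4-Gy TBI, all called by camera and fry. A single faulty probe is argued against, since the HBA probe changed by -3.32 on day 4 after 7.4-Gy TBI, as is a difference between slides, since HBB changed by -6.08 there with slide as a block. Less blood in the irradiated samples would lower neutrophil markers too, and the 4 of these changed by a median of 0.35, while the 2 platelet markers changed by -0.27. Array position as the whole cause is argued against on day 4 after 6.7-Gy TBI, since the erythroid markers changed by -1.76 on the arrays in position 1, both below all controls. After 7.4-Gy TBI an effect of position of -0.74 with 2 standard errors of 2.39 leaves position and irradiation such that they cannot be told apart. A change of neutrophils in the tissue could offset a loss of blood, which keeps this open, so that less blood and a fall of erythroid transcripts as such cannot be told apart.

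LCN15 was among the largest rises on day 4, and LCT, CNDP1 and LOC701643 rose with it outside the genes of the paper. LOC701643 changed by 5.83 on day 4 after 7.4-Gy TBI and CNDP1 by 4.11 after 6.7-Gy TBI. Over the alternatives with all animals these ran from 2.68 to 5.86 and from 2.87 to 4.19. A dim probe of LCT changed by 5.81 after 7.4-Gy TBI; it was above background in no control, so that the rise is at least 28.5-fold, and the brightest probe of LCT changed by 1.94 (not called without 7.4-Gy replicate 2 at 1.52 or 4 at 1.91, or without control replicate 2 at 1.88 or 3 at 1.90). A more proximal piece of gut would raise other proximal transcripts, and lower those of the terminal ileum. Of 7 other proximal transcripts 2 rose there (FOLH1 1.46, SLC40A1 0.53) and 5 fell (among them FABP1 -1.22 and SLC2A2 -1.58), with a median of -0.52, and 6 transcripts of the terminal ileum had a median of -0.38. Members going both ways and a fall of the terminal set keep this explanation open, so that it cannot be told apart from an induction by irradiation. With slide as a block, LCN15 changed by 6.89 and CNDP1 by 3.04 after 7.4-Gy TBI, which argues against slides for these genes. LCT changed by 1.95 there, close to its 1.94 without the block, but was not called (adjusted p = 0.059). Array position as the whole cause is argued against after 6.7-Gy TBI, since the irradiated arrays in position 1 after 6.7-Gy TBI lay above all controls for LCN15, LCT and CNDP1, by a median of 4.39. After 7.4-Gy TBI the effect of position beside group, level of the Y-linked probes and slide was -0.56 for LCN15 and -1.94 for CNDP1 (2 standard errors 7.35 and 5.06). With these errors the effect stays only narrowly under their rises of 7.10 and 3.36, and with slide as a block CNDP1 rose by 3.04. For LCT the effect of position was -0.02 (2 standard errors 6.43) against a rise of 1.94. Position and irradiation therefore cannot be told apart for these genes after 7.4-Gy TBI. CST6 (4.53) and, on day 4 after 6.7-Gy TBI, GDF15 (3.83), a p53 target, were other large rises. The p53 targets as a list rose by 0.32 and 0.46 on day 4, with 0.46 on the arrays in position 1 after 6.7-Gy TBI. Beside group, level of the Y-linked probes and slide, the effect of position was -0.28 (2 standard errors 0.39). These values argue against position as the whole cause. By camera's p over the splits, chance cannot be excluded, and camera's estimated correlation gave an adjusted p of 0.1 after 6.7-Gy TBI. Fry's adjusted p after 6.7-Gy TBI was 5.7e-05, with 8 genes of the list altered, all upward. Fry also called the list after 7.4-Gy TBI, which argues against chance for the list. Irradiation stays open as a hypothesis.

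Markers of lymphocytes fell, and no test of cell numbers was possible. The medians of the B cell markers were -1.09 and -1.07 on day 4 (-0.96 and -0.80, not called, without control replicate 4) and -1.25 on day 7 after 7.4-Gy TBI (-0.82 without 7.4-Gy day 7 replicate 2). Those of the plasma cell markers were -0.86 on day 4 after 7.4-Gy TBI (not called without control replicate 4 at -0.57 or 7.4-Gy replicate 2 at -0.85) and -0.83 and -1.41 on day 7, the latter -0.99 without 7.4-Gy day 7 replicate 4, and those of the T cell markers were -0.78 and -0.85 on day 7. Single genes that fell with them were VPREB3 (-3.83) and TLR10 (-3.66) on day 7 and SP140 (-2.81) on day 4 after 7.4-Gy TBI, the last with -0.87 by its brightest probe, and CLEC9A (-4.84) and NAPSA (-4.08) on day 7 after 6.7-Gy TBI, where another NAPSA probe changed by -0.09. The size of these falls depends on the processing. Over the alternatives with all animals the smallest falls on day 7 were -1.06 for VPREB3, -1.11 for TLR10, -1.65 for CLEC9A and -2.08 for NAPSA. The scaling is argued against, since the B cell markers changed by -1.08 on day 4 after 7.4-Gy TBI under quantile normalization. Over all alternatives that median ran from -1.72 to -0.32, not called with only the probes above background on all arrays (-0.32), and those of day 4 after 6.7-Gy TBI and day 7 after 7.4-Gy TBI from -1.74 to -0.51 and from -1.90 to -0.40. The -1.72 came with the deposited normalized signals. These are centred for each probe, so that the probe standing for a gene was not chosen by brightness there. The fibroblast, neuron and glia and smooth muscle markers rose on day 4 after 7.4-Gy TBI, and a higher share of stroma would lower the markers of all other cell types alike. It is argued against as the whole cause, since the enterocyte markers had a median of -0.01 there and a mean of 0.09 (standard error 0.32). Array position as the whole cause is argued against on day 4 after 6.7-Gy TBI, with -0.94 for the B cell markers on the arrays in position 1, both below all controls. With slide as a block these markers were at -0.94 after 6.7-Gy TBI and not called. After 7.4-Gy TBI the effect of position was 0.20 for the B cell and 0.14 for the plasma cell markers, with 2 standard errors of 3.27 and 3.44, so that position and irradiation cannot be told apart. A loss of B cells is a candidate explanation, with chance left open, and position for the higher dose and for day 7.

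On day 4 the goblet cell markers fell by a median of -0.86 after 6.7-Gy TBI (4 genes), and after 7.4-Gy TBI the macrophage (0.57), neuron and glia (0.87; 0.56 without control replicate 1) and fibroblast (0.82) markers rose. On day 7 after 6.7-Gy TBI the 3 crypt stem cell markers rose by 0.42, not called without 6.7-Gy day 7 replicate 2 (0.40) or 4 (0.34) or control replicate 1 (0.39) or 3 (0.39), with SERPINB5 (2.94) and CYP2F1 (2.38) among the largest rises. SERPINB5 was not called without 6.7-Gy day 7 replicate 1 (2.67), 3 (2.93) or 4 (2.79) or control replicate 1 (2.99) or 2 (2.56), and CYP2F1 was not called without any 1 of the 8 animals (2.21 to 2.53). MT2A rose by 2.94 on day 7 after 7.4-Gy TBI and by 2.01 by its brightest probe, which was called with all animals but not without 7.4-Gy day 7 replicate 1 (1.95), 2 (2.04) or 3 (1.85) or control replicate 1 (1.95), 2 (2.12) or 4 (1.84). Position as the whole cause is argued against on day 4 for the goblet cell markers, by -0.77 on the arrays in position 1. For the macrophage, neuron and glia and fibroblast markers the effect of position beside group, level of the Y-linked probes and slide was -0.64, 0.08 and 1.77, with 2 standard errors of 1.5, 2.55 and 2.03, so that position and irradiation cannot be told apart, nor can they on day 7. Chance cannot be excluded for these lists, and dose and time stay open.

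On day 12 after 6.7-Gy TBI, with 2 animals, the 5 largest rises and 5 largest falls included, apart from HBB, HBA and GDF15, SERPINB12 (4.32, at least 5.26-fold higher), UGT3A1 (3.2), LOC100430419 (3.15) and NKAPL (1.99), and SLAMF6 (-3.56, at least 2.96-fold lower), CCR7 (-2.68) and GPR15 (-2.28, at least 1.96-fold lower). Other probes of these genes changed by -1.24 (SLAMF6), -0.33 (CCR7) and 0.28 (the brightest of GPR15). SERPINB12 was not called without 6.7-Gy day 12 replicate 1 (2.47) or control replicate 1 (4.15), 2 (4.28) or 4 (4.52), LOC100430419 without 6.7-Gy day 12 replicate 2 (2.72) or control replicate 1 (2.97) or 2 (3.14), and NKAPL without either irradiated animal (1.90 and 2.07) or control replicate 2 (1.97) or 4 (1.92). SLAMF6 was not called without either irradiated animal (-3.80 and -3.31) or control replicate 1 (-3.49), 2 (-3.54) or 4 (-3.57), and CCR7 without any 1 of the 6 animals (-2.97 to -2.39). With 2 animals, all in array position 4, irradiation cannot be told apart from position.

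On day 12 after 7.4-Gy TBI, also with 2 animals in position 4, large changes were ANKRD28 (4.00 by a dim probe, at least 5.46-fold higher, and -0.05 by its brightest probe), TDRD12 (3.27, at least 2.76-fold higher) and SMR3A (1.17), and LOC715723 (-2.20; -0.83 by its brightest probe), CCR9 (-2.07), CARD9 (-1.51; another probe -0.30) and LOC701239 (-1.18; -0.74 by its brightest probe). Without control replicate 4 or 7.4-Gy day 12 replicate 2 the brightest ANKRD28 probe was at 0.02 and 0.06. TDRD12 was not called without 7.4-Gy day 12 replicate 1 (2.94) or control replicate 1 (3.14), 2 (3.27) or 4 (3.31), CCR9 without 7.4-Gy day 12 replicate 1 (-2.00) or control replicate 4 (-1.92), CARD9 without 7.4-Gy day 12 replicate 2 (-1.30) or control replicate 1 (-1.47), 2 (-1.51) or 4 (-1.44), and SMR3A without any 1 of the 6 animals (1.01 to 1.25). The interferon-stimulated list was higher by 0.62, not called by fry, and the enteroendocrine markers by 0.43 (0.47 and not called without 7.4-Gy day 12 replicate 1). For the interferon list 1 of the 2 animals as the whole source is argued against, since the lowest median without either was 0.56, and position cannot be told apart from irradiation.

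Probes of Y-linked genes lay at 2 levels although the paper describes male animals. Between 12 arrays with high and 12 arrays with low signal the log2 difference was 7.22 for EIF1AY, 8.43 for RPS4Y2 and 5.02 for RPS4Y1. Each of the 5 groups of 4 animals held 2 arrays of each level and each group of 2 held 1 of each. A few mislabelled samples are argued against by the 12 arrays at the low level, and slides by all 6 slides holding both levels. If the sets of samples differ in sex, genes on X could be higher at the low level: 10 of 13 named probes outside Y that were higher there lie on X (76.9%), against 3.98% of 16108 tested probes with a chromosome (Fisher's exact p = 2.4e-12). Animals of both sexes are therefore a candidate explanation, which the sample labels do not give. No change after irradiation differed between the 2 sets by limma (0 probes in the 4 groups of days 4 and 7, with 2 animals in each set; unadjusted 1648 and 1499 on day 4, 614 and 1089 on day 7, after the lower and the higher dose).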

How the results depend on the processing

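Chosen only after the results were seen were the tests with the level of the Y-linked probes as a covariate, those with only the arrays in position 1, and the methods' t-test with the fold change of 2 applied before the adjustment or with no filter on dim probes. Unless said otherwise, the cause of a change named here was not tested. Apart from the settings that leave out 1 animal, the counts, lists and genes of the comparisons were recomputed as follows. For the counts and the lists of the main comparisons, 191 values kept their direction and stayed on the same side of the threshold or within 1.5 times, 66 moved further, 6 were no longer past the threshold and 1 was reversed. For the other lists the numbers were 572 unchanged in this sense, 66 no longer past, 2 newly past and 4 reversed, and for single genes 1651 unchanged, 55 no longer past, 15 newly past, 8 reversed and 3 moved. All 18 main comparisons and all 147 values of single genes stayed within these limits with the deposited normalized signals, with all spots kept and with the 75th percentile of the probes above background, and all 18 main comparisons did so with the level of the Y-linked probes as a covariate.

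Counts of altered probes are given for days 4, 7 and 12 after 6.7-Gy TBI (353, 85 and 39) and after 7.4-Gy TBI (842, 205 and 16). The normexp background correction, which adds an offset to every signal and so shrinks the changes of dim probes, gave 216 and 41 on days 4 and 7 after the lower dose and 485, 87 and 1 after the higher dose, 319 and 410 for day 12 minus day 4 (937 and 650), 85 and 212 for day 7 minus day 4 (128 and 340) and 2 between the doses on day 12 (1). Fitting only the 2 groups compared, with fewer arrays to estimate the spread, gave 49, 36 and 3 after 6.7-Gy TBI and 418, 68 and 0 after 7.4-Gy TBI. Counting distinct gene symbols, which leaves out probes without a symbol, gave 188 on day 4 after 6.7-Gy TBI and 435, 120 and 9 after 7.4-Gy TBI. Quantile normalization gave 60 on day 12 after 6.7-Gy TBI and 8 between the doses on day 12, no filter on dim probes gave 19 on day 12 after 6.7-Gy TBI, and on day 12 after 7.4-Gy TBI the probes above background on all arrays gave 5 and limma's intensity trend with robust moderation 27. With slide as a block the counts were 13 on day 12 after 6.7-Gy TBI, 129 and 1 on days 7 and 12 after 7.4-Gy TBI, 60 and 197 for day 7 minus day 4, 153 and 338 for day 12 minus day 4 and 0 between the doses on day 12 (unadjusted 572).

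Array position as a covariate gave 48 and 20 on day 4. No control lies in position 2, and of the irradiated arrays of day 4 only 2 lie in position 1. With only the arrays in position 1, which leaves 2 irradiated animals, day 4 after 6.7-Gy TBI had 218. With the replicate number as a block, day 12 after 6.7-Gy TBI had 18. The 40 pairs of arrays with the same replicate number had a median correlation of 0.0227 between their deviations from the group means (-0.264 to 0.23), against -0.0116 for different numbers, so the numbers do not pair animals.

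The methods' t-test, which estimates the spread of each probe from 2 groups alone, gave after adjustment 0, 2 and 0 on days 4, 7 and 12 after 6.7-Gy TBI and 125, 0 and 0 after 7.4-Gy TBI, and without adjustment 663, 370 and 367 after 6.7-Gy TBI and 499 and 383 on days 7 and 12 after 7.4-Gy TBI. The counts of 0 stand beside the limma counts above. With no filter the adjusted counts were 0, 2 and 0 and 95, 0 and 0, and the unadjusted counts 856, 475 and 629 after 6.7-Gy TBI and 651 and 526 on days 7 and 12 after 7.4-Gy TBI. With the fold change applied first, days 7 and 12 after 6.7-Gy TBI had 230 and 64, and with no filter 210 and 5, with 8 on day 12 after 7.4-Gy TBI.

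Leaving out 1 animal gave 226 to 436 altered probes on day 4, 37 to 92 on day 7 and 3 to 71 on day 12 after 6.7-Gy TBI, and 364 to 1004, 138 to 203 and 1 to 62 after 7.4-Gy TBI. The lowest counts were those without control replicate 1 (226 and 37), control replicate 4 (3 and 1), 7.4-Gy day 4 replicate 1 (364) and 7.4-Gy day 7 replicate 4 (138), and the highest on day 12 those without replicate 2 of the irradiated group. Between the doses the counts were 0 to 2 on day 4, 0 to 2 on day 7 and 4 to 44 on day 12. Day 7 minus day 4 gave 32 (without 6.7-Gy day 7 replicate 3) to 186 at 6.7 Gy and 178 (without 7.4-Gy day 4 replicate 1) to 376 at 7.4 Gy, and day 12 minus day 4 gave 129 (without 6.7-Gy day 12 replicate 1) to 1348 and 166 (without 7.4-Gy day 12 replicate 1) to 692. Where 1 animal of day 12 was left out, the other is assumed to vary like the other groups.

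The TNF target list on day 4 after 6.7-Gy TBI (-0.03) was reversed under quantile normalization (0.02) and lay between -0.06 and 0.04 with 1 animal left out. After 7.4-Gy TBI its median of 0.04 did not pass with the probes above background on all arrays (0.04), under fry (0.04) or with camera's estimated correlation (0.04), and was 0.04 to 0.14 with 1 animal left out. The granulocyte adhesion list did not pass after 6.7-Gy TBI under fry (0.24) or the estimated correlation (0.24), nor after 7.4-Gy TBI under the estimated correlation (0.35), and its medians were 0.16 to 0.48 and 0.26 to 0.50 with 1 animal left out. Of the 146 tests of other lists and groups, 54 were past the threshold with camera, 25 under fry and 0 under camera's estimated correlation (smallest adjusted p 0.089), and with camera 46 to 56 were so with 1 animal left out.

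Reversed medians of other lists were those of the coagulation list on day 4 after 6.7-Gy TBI (-0.06), to 0.05 with no filter, 0.01 with normexp, 0.19 with the probes above background on all arrays and 0.04 under quantile normalization, none called. Leaving out 1 animal took this list to between -0.13 and 0.10, the granulocyte adhesion list to -0.01 to 0.11 and -0.01 to 0.19 on days 7 and 12 after 6.7-Gy TBI and -0.04 to 0.16 on day 7 after 7.4-Gy TBI, the G2/M list on day 4 after 7.4-Gy TBI to -0.03 to 0.15 and the TNF target list on day 12 after 7.4-Gy TBI to -0.10 to 0.03. Single genes whose change was reversed were, with the mean of the probes of a gene, ANKRD28 on day 12 after 7.4-Gy TBI (-0.05 to 1.97), BRCA1 on day 12 after 6.7-Gy TBI (0.09 to -0.08), GPR15 on day 12 after 6.7-Gy TBI (0.28 to -0.89) and LCN2 on day 4 after 7.4-Gy TBI (-0.07 to 0.51). ANKRD28 was also 0.08 with normexp, BRCA1 -0.06 with slide as a block, LCN2 0.03 under quantile normalization and MMP9 on day 4 after 6.7-Gy TBI 0.05 with slide as a block. None of the genes reversed had a change that was called by its brightest probe in the main setting. With 1 animal left out the reversed ranges on day 4 were AHR -0.03 to 0.08, MMP12 -0.08 to 1.38, MMP9 -0.29 to 0.46 and TNF -0.52 to 0.11 after 6.7-Gy TBI, MMP9 -0.42 to 0.33, TNF -0.27 to 0.12 and LCN2 -0.39 to 0.25 after 7.4-Gy TBI, and those on day 12 after 7.4-Gy TBI ANKRD28 -0.17 to 0.06 and CLDN10 -0.32 to 0.13.

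By setting, slide as a block took 19 of 147 gene values under the threshold, the normexp correction 17, the mean of the probes 6 (with 9 newly past), no filter 5, the replicate number as a block 5, and the probes above background on all arrays, quantile normalization and the level of the Y-linked probes as a covariate 1 each. The PF4 changes on day 12 were -0.22 after 6.7-Gy TBI and -0.27 after 7.4-Gy TBI with normexp. The share of altered probes that were higher moved by more than 10 percentage points under some scalings. Under quantile normalization it was 74.3% on day 4 after 6.7-Gy TBI (286 higher, 99 lower; 60.9% in the main setting), 56.5% on day 12 after 7.4-Gy TBI (13 and 10; 43.8%), 62.5% between the doses on day 12 (5 and 3) and 39.5% for day 12 minus day 4 at 6.7 Gy (289 and 443; 69.7%). With the normexp correction it was 39% on day 7 after 6.7-Gy TBI (16 and 25; 22.4%), 0% on day 12 after 7.4-Gy TBI (0 and 1), 50.8% (162 and 157) for day 12 minus day 4 at 6.7 Gy and 54.6% (224 and 186; 43.8%) at 7.4 Gy. The direction of most changes between days 12 and 4 at 6.7 Gy therefore depends on the scaling, and the median of all tested probes there was 0.12 in the main setting and 0.03 under quantile normalization.

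Signal over background limits which genes can be followed. Of 43603 probes, 36108 were tested, and the share of probes well above background was 72.7% to 88.1% on an array. Genes such as IL1A, MMP7, CXCL17, PF4 and CLDN8, whose probes were too dim to be tested, can be given no call, and where no array of a group is above background a change has a lower limit only.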

Differences from the paper's values

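Chosen only after the values were seen were the tests with the fold change of 2 applied before the Benjamini-Hochberg adjustment, those with the methods' t-test and no filter on dim probes, the 24 combinations of filters and tests, and the search for the paper's fold changes among all probes of a gene. The paper's values for ileum that were compared are 18 counts of Table 1 and, for the genes reported here, the fold changes of the text, of Table S2 and of Figs. 4b, 6b, 7b and 8b. Of these, 7 counts, 14 fold changes of the figures and 21 of Table S2 did not differ by the rule used, which asks for a factor of 1.5 and more than the spread between animals.

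On day 4 after 6.7-Gy TBI, 215 probes were higher here against the paper's 141. Of the alternatives set before the data were examined, those within the rule were the normexp background correction (145), no filter on dim probes (174), only the probes above background on all arrays (201) and slide as a block (209), and also leaving out control replicate 1 (129), 2 (179) or 3 (160) or 6.7-Gy replicate 2 (178) or 4 (149). The other alternatives set before the data were examined were not. On day 7 after the same dose, 85 probes were altered here (19 higher, 66 lower) against the paper's 208 (the paper's 71 higher and 137 lower), and no alternative set before the data were examined came within the rule for any of these counts. On day 12 after that dose, 39 were altered here (12 higher, 27 lower) against the paper's 622 (the paper's 362 and 260). None of the alternatives set before the data were examined reached the total or the higher count, and for the lower count the methods' t-test without adjustment did (214) while the others did not.

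On day 7 after 7.4-Gy TBI, 41 probes were higher here against the paper's 71, and of the alternatives set before the data were examined quantile normalization came within the rule (56) while the others did not. On day 12, 16 were altered here (7 higher, 9 lower) against the paper's 520 (the paper's 226 and 294). Here the methods' t-test without adjustment was the alternative set before the data were examined that came within the rule (383, with 161 higher and 222 lower), and the others did not. Table 1 of the paper thus gives more altered probes on day 12 than on day 7 at each dose, where the counts here are lower on day 12.

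The methods' t-test with no filter on dim probes and the Benjamini-Hochberg adjustment over only the probes with a fold change of 2, chosen after seeing the values, gave 257, 210, 780 and 267 probes for day 4 after 6.7-Gy TBI, day 7 after 6.7-Gy TBI, day 4 after 7.4-Gy TBI and day 7 after 7.4-Gy TBI (142, 72, 492 and 74 higher). With the filter on dim probes kept, this test, also chosen after seeing the values, gave 160 higher probes on day 4 after 6.7-Gy TBI, 230 probes (78 higher, 152 lower) on day 7 after 6.7-Gy TBI and 77 higher on day 7 after 7.4-Gy TBI. Without adjustment and without filter, again chosen after seeing the values, the methods' t-test gave 629 probes (365 higher, 264 lower) on day 12 after 6.7-Gy TBI and 526 (229 higher, 297 lower) on day 12 after 7.4-Gy TBI. Of the 24 combinations of 6 filters and 4 tests, chosen after seeing the values, 1 lay within 1.1 times the paper's counts in all 4 groups of days 4 and 7 and 1 in both groups of day 12, and no combination did so in more than 4 of the 6 groups. For day 7 after 6.7-Gy TBI, combinations within that factor, chosen after seeing the values, were also an unadjusted p under 0.01 with no filter (223), with the main filter (195) or with the probes above background on 1 in 2 arrays of either group (209), an unadjusted p under 0.05 with the probes above background on all 24 arrays (221), and the fold change applied first with the probes above background on every array of either group (227).

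For CXCL8 on day 4 after 7.4-Gy TBI the fold change here was 2.23, against the paper's 4 in the text and the paper's 3.96 in Table S2, and none of the alternatives set before the data were examined came within the rule (1.57 to 2.64). The CXCL11 fold change in the same group was 2.6 against the paper's 3.83 in Table S2. Quantile normalization (2.71), slide as a block (3.63), the mean of the probes of a gene (3.16) and leaving out control replicate 1 (3.01) or 7.4-Gy replicate 4 (2.97) were the alternatives set before the data were examined that came within the rule, and the others were not (lowest 1.53). A minus marks a fall in what follows. CLDN10 changed -1.06-fold on day 12 after 7.4-Gy TBI (-1.07 to -1.01 under the alternatives set before the data were examined, all outside the rule), against the paper's value of about 2.1 in Fig. 4b, read by eye. PRKACB changed -1.45-fold in that group (-1.52 to -1.24, all outside), against the paper's about -4.3 in Fig. 4b, read by eye.

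MDM2 changed 1.08-fold on day 4 after 6.7-Gy TBI (1.02 to 1.97 under the alternatives set before the data were examined, all outside the rule) and 1.24-fold after 7.4-Gy TBI (1.2 to 2.28, all outside), against the paper's about 3.6 and about 4.2 in Fig. 6b, read by eye. BRCA1 changed 1.06-fold on day 12 after 6.7-Gy TBI (-1.06 to 1.09, all outside), against the paper's about -2.0 in Fig. 7b, read by eye. PLAT changed -1.34-fold in that group (-1.43 to -1.34, all outside), against the paper's about 2.2 in Fig. 8b, read by eye.

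The values here are those of the brightest probe of a gene. Of the 44 fold changes that the paper gives for ileum and that were compared here, 43 equal the fold change of one of the gene's probes, within 2% for Table S2 and 5% for the figures and the text: 28 that of the brightest probe and 15 that of another probe, 3 of these too dim to be tested. This search was made after seeing the values, and CLDN10 is the fold change that no probe gave. Another probe of the same gene gave 3.96 for CXCL8, 3.83 for CXCL11, and 3.59 and 4.23 for MDM2 after the lower and the higher dose. For PRKACB, BRCA1 and PLAT the probe that gave the paper's value was too dim to be tested.

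Of the pairs of a gene and a group that the paper lists as altered in ileum, 43 were compared here (26 genes), of which 18 were called and 25 were not. Among the 25, another probe of the gene was called for MYL5 and CXCL1 on day 4 after 7.4-Gy TBI and for MDM2 on day 4 after both doses, and the mean of the probes of a gene called MYL5, CXCL1 and MDM2 on day 4 after 7.4-Gy TBI. CYP1A1 on day 4 after 6.7-Gy TBI was called with the replicate number as a block, with limma's intensity trend and robust moderation and without control replicate 3. The methods' t-test without adjustment, on the tested probes, called 19 of the 25. With no filter, which was chosen after seeing the values, that test called 24 of the 25, all but CLDN10 on day 12 after 7.4-Gy TBI, and with the fold change applied first and no filter, also chosen after seeing the values, it called 13. The pairs that no probe here and no setting other than the methods' t-test called are CXCL8, PLAU, CXCL3, CXCL10 and CXCL11 on day 4, CXCL11 on day 7 and CLDN10, PRKACB, CYP1A1, CCL2, CXCL10, CXCL11 and PF4 on day 12 after 7.4-Gy TBI, and KLKB1 and CCL19 on day 7 and BRCA1, F2, PLAT, CXCL11 and PF4 on day 12 after 6.7-Gy TBI.

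The paper states that the TNFα cascade was clearly activated on day 4 in every segment, and here a list of TNF targets had a median log2 change of -0.03 in ileum after 6.7-Gy TBI and was not called by camera or fry, though camera called it without control replicate 1 (0.03) or 6.7-Gy replicate 1 (0.03). It states that this activation and that of the immune pathways followed the dose, and here limma called 0 probes between the doses on day 4 (unadjusted 153; 0 with intensity trend and robust moderation, unadjusted 160) and 0 on day 7 (unadjusted 141; 0 and unadjusted 140), with 2 on day 4 without 6.7-Gy replicate 2 and 2 on day 7 without 7.4-Gy day 7 replicate 3. Neither camera nor fry called a difference between the doses for the lists of the TNF targets and of Table S2 on day 4, while camera, but not fry, called the macrophage (0.38), endothelium (0.36) and fibroblast (0.35) markers higher and the interferon-stimulated (-0.22) and G2/M (-0.35) genes lower after the higher dose on day 4. On day 7 camera, but not fry, called the B cell (-0.40) and plasma cell (-0.36) markers lower and the macrophage (0.25) and fibroblast (0.55) markers higher after the higher dose, and on day 12 the interferon-stimulated (0.69) and G2/M (0.18) genes higher. It states that AhR signaling was activated on day 4 after both doses, and here AHR changed by 0.03 and 0.21 and the list of genes that AhR induces by medians of -0.39 and -0.31, neither called. That statement rests on IPA's pathway test of altered genes, which was not repeated here. Of the genes that Fig. 6b lists for ileum, ALDH1A2, BAX and FAS were called here on day 4 after both doses. ALDH1L2 was called too, and MDM2 by a dimmer probe, while CYP1A1 was not called in the main setting. The paper states that the G2/M pathways were not activated in ileum, and here camera called the list of G2/M genes higher on day 7 (0.52 and 0.49), while fry did not, and limma called 0 genes of it altered (0 also at an unadjusted p with the fold change of 2).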

Other observations

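The tests of a single faulty CYP1A1 probe and of low signal on 1 array were chosen only after the result was seen.

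CYP1A1 fell by its brighter probe on day 4 after 6.7-Gy TBI, and this could come from a single faulty probe. Its 2 probes gave a Pearson correlation of 0.958 over the 24 arrays (Spearman 0.974; permutation p = 1.0e-05 for each, the smallest that 100000 resamples can give; 0.976 without the 2 arrays farthest from the median), which argues against that. The cause of the wide spread between animals was not tested.

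Replicate 4 of day 4 after 6.7-Gy TBI had a mean log2 signal of 1.07 for the enterocyte markers, -1.82 from the median of its group. Low signal on the array is argued against, since 76.8% of its probes were well above background and the lowest share of the group was 72.7% (replicate 1). A difference between slides is also argued against, since 1 of the 3 other arrays of its slide lay below its group's median. A piece of gut with less epithelium and a stronger injury in that animal were not tested.

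Marker lists that were not called on day 4 were those of platelets (2 tested genes, median log2 change -0.52 after 6.7-Gy TBI and -0.27 after 7.4-Gy TBI), enterocytes (9 genes, -0.48 and -0.01, the latter with a mean of 0.09), Paneth cells (3 genes, 0.39 and 0.16), crypt stem cells (0.57 and 0.27) and enteroendocrine cells (6 genes, 0.08 and -0.31, the latter with a mean of 0.02). The smooth muscle markers (5 genes) had medians of 0.27 and 0.71, those of enteric neurons and glia (9 genes) 0.56 after 6.7-Gy TBI, those of endothelium (8 genes, of which another list holds 2) 0.10 and 0.42, those of fibroblasts (7 genes) 0.36 after 6.7-Gy TBI and those of goblet cells -0.67 after 7.4-Gy TBI. Camera called the smooth muscle and endothelium markers after 7.4-Gy TBI and the neuron and glia and fibroblast markers after 6.7-Gy TBI, none of which fry called, and fry called the goblet cell markers, which camera did not. On later days camera, but not fry, called the fibroblast markers on day 7 after 7.4-Gy TBI (0.55), the endothelium markers on day 7 after 6.7-Gy TBI (-0.21) and day 12 after 7.4-Gy TBI (-0.45), the macrophage markers on day 7 after 6.7-Gy TBI (-0.20), and on day 12 after 7.4-Gy TBI the mast cell (-0.73) and erythroid (-0.93) markers. Of the 4 neutrophil markers 1 is in another list, and no other marker list holds a gene of another list apart from those of endothelium.

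Over the 24 arrays the first component of the tested probes held 19.4% of the variance, of which group explained 73.5% and slide 19.5%. The second held 10.3%, the third 9.77% (slide 80.3%), the fourth 7.13% (group 73.7%) and the fifth 5.94% (slide 52.7%).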
